# SGLT2 inhibition eliminates senescent cells and alleviates pathological aging

**DOI:** 10.1038/s43587-024-00642-y

**Published:** 2024-05-30

**Authors:** Goro Katsuumi, Ippei Shimizu, Masayoshi Suda, Yohko Yoshida, Takaaki Furihata, Yusuke Joki, Chieh-Lun Hsiao, Liang Jiaqi, Shinya Fujiki, Manabu Abe, Masataka Sugimoto, Tomoyoshi Soga, Tohru Minamino

**Keywords:** Diabetes, Experimental models of disease, Ageing

## Abstract

It has been reported that accumulation of senescent cells in various tissues contributes to pathological aging and that elimination of senescent cells (senolysis) improves age-associated pathologies. Here, we demonstrate that inhibition of sodium–glucose co-transporter 2 (SGLT2) enhances clearance of senescent cells, thereby ameliorating age-associated phenotypic changes. In a mouse model of dietary obesity, short-term treatment with the SGLT2 inhibitor canagliflozin reduced the senescence load in visceral adipose tissue and improved adipose tissue inflammation and metabolic dysfunction, but normalization of plasma glucose by insulin treatment had no effect on senescent cells. Canagliflozin extended the lifespan of mice with premature aging even when treatment was started in middle age. Metabolomic analyses revealed that short-term treatment with canagliflozin upregulated 5-aminoimidazole-4-carboxamide-1-β-d-ribofuranoside, enhancing immune-mediated clearance of senescent cells by downregulating expression of programmed cell death-ligand 1. These findings suggest that inhibition of SGLT2 has an indirect senolytic effect by enhancing endogenous immunosurveillance of senescent cells.

## Abstract (web summary)

Katsuumi, Shimizu, Suda et al. report that SGLT2 inhibition reduces the senescence burden and alleviates aging traits in mice. The authors demonstrate an indirect mechanism of senescent cell removal, through enhancing immunosurveillance.

## Main

Most somatic cells have a finite lifespan and following exhaustive rounds of replication or detection of certain damage can undergo a state of essentially irreversible growth arrest, termed cellular senescence. The accumulation of senescent cells is presumed to be involved in the development of age-associated diseases^1–3^. For example, the accumulation of senescent cells in human and murine atherosclerotic lesions has been suggested to cause vascular inflammation and dysfunction, and inhibition of senescence regulators p53 and p21 improves vascular dysfunction and suppresses the development of atherosclerosis^4–7^. Furthermore, it has been reported that accumulation of senescent cells in obese visceral adipose tissue increases adipose tissue inflammation and insulin resistance, and that deletion of p53 from adipose tissue protects against dietary metabolic dysfunction^8,9^. However, direct inhibition of senescence regulators can also promote tumorigenesis^10^, meaning that strategies to curb the deleterious effects of senescent cell accumulation should be carefully designed to maintain the protection against tumorigenesis. Recent studies have shown that in mice, elimination of senescent cells (senolysis) improves some of the pathological consequences of aging, such as cardiovascular disease, metabolic disease, renal dysfunction and bone loss, and extends the healthy lifespan without increasing the incidence of cancer^7,11–15^. Senolytic agents have been developed that suppress anti-apoptotic pathways in senescent cells, and these agents have been shown to improve age-associated pathology^14–16^. Caloric restriction is known to extend the lifespan of various organisms, and this longer survival is associated with decreased tissue accumulation of senescent cells^17^. Some studies have reported that SGLT2 inhibitors inhibit the accumulation of senescent cells^18,19^. Because inhibition of SGLT2 leads to a loss of calories by increasing the urinary excretion of glucose^20^, we speculated that SGLT2 inhibitors might have a senolytic effect on senescent cells. Therefore, the purpose of this study was to verify whether SGLT2 inhibitors induce senolysis and to elucidate the underlying mechanism of senolysis.

## Results

### Effects of SGLT2 inhibition on senescent cells

To test whether SGLT2 inhibitors affect the senescent cell burden in vivo, mice were fed a high-fat diet (HFD) for 8–10 weeks and treated with the SGLT2 inhibitor canagliflozin for 7 days (Fig. 1a). Short-term treatment with canagliflozin did not affect body weight, weight of gonadal white adipose tissue (gWAT), food intake or oxygen consumption, but significantly improved insulin resistance and glucose intolerance compared with the control HFD group (Fig. 1b,c, Extended Data Fig. 1a,b and Supplementary Fig. 1a). We also evaluated glucose metabolism after 1 week of canagliflozin administration followed by 1 week of no canagliflozin administration. Even when canagliflozin was considered to be sufficiently washed out, a significant improvement in glucose metabolism was maintained compared with the control HFD group (Extended Data Fig. 1c,d and Supplementary Fig. 1b). Canagliflozin treatment also led to a significant improvement in HFD-induced senescence-like changes in gWAT and other tissues (for example, liver), including reduction of senescence-associated β-galactosidase (SA-β-gal) activity and decreased expression of negative cell-cycle regulators compared with the control HFD group (Fig. 1d–f and Extended Data Fig. 1e–g). Treatment with canagliflozin resulted in a statistically significant reduction or trend toward a reduction in the expression of proinflammatory senescence-associated secretory phenotype (SASP) factors (Fig. 1f and Extended Data Fig. 1h,i). 

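RNA of gonadal white adipose tissue (gWAT), the fat depot beside the gonads, was sequenced from 2 mice on HFD and from 2 mice on HFD that received canagliflozin (HFD+Cana). Canagliflozin inhibits the kidney glucose transporter SGLT2 and was given for 7 days in food that contained 0.03% of it by weight. The paper gives the strain as C57BL/6 and the length of the diet as 8 to 10 weeks, and the sample labels give C57B6/N and 2 months. Libraries were prepared with a stranded kit that selects polyadenylated mRNA and were sequenced as paired reads of 150 bases on a NovaSeq6000. The authors processed the reads with the nf-core/rnaseq pipeline, version 3.12.0, in its default setting. The submitters' processing notes name the mouse genome build GRCm38 (mm10). The deposited values are TPM of 45706 genes, in which the reads of a gene are divided by the length of its transcripts and each sample is scaled to a total of 1000000. TPM keeps no record of the number of reads, so the depth of each sample is unknown and no counting interval can be given. Genes listed above 0 TPM numbered 19884 and 21129 in HFD replicates 1 and 2 and 21068 and 21101 in HFD+Cana replicates 1 and 2. Genes of mitochondrial DNA took 7.04% and 8.50% of the total in HFD and 8.10% and 8.39% in HFD+Cana. HFD+Cana was compared with HFD in limma on log2(TPM + 1), over the 13788 genes with a mean of at least 1 TPM, with Benjamini-Hochberg adjustment. Fold changes are on this log2(TPM + 1) scale, which understates the change of genes with low TPM. Gene lists with at least 5 measured members, 34 in all, were tested with limma's camera, which compares a list with the other genes and was run with a preset correlation between genes of 0.01. An exact permutation test of 2 mice against 2 cannot give a two-sided p below 0.333.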

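As a group, the genes of the heatmap in Extended Data Fig. 1i, which include genes of cell-cycle inhibitors, chemokines, adhesion molecules, an adipokine, macrophage markers and collagens, fell in gWAT of the HFD+Cana mice. The median log2 fold change was -0.19 over 14 measured genes (adjusted p = 0.0410 from limma's camera). With an estimated correlation between genes the adjusted p = 0.672. Camera in this form uses the 2 residual degrees of freedom of the 4 mice, so it has little power for any list. The genes are the study's own selection, so if it was made on these samples their direction is not independent evidence. No gene of the panel passed an adjusted p of 0.05 in limma, over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 2 lower genes, Cdkn1a and Lep, and 0 higher genes. Leaving out single mice, the median was -0.0057 without HFD replicate 1 (call lost, adjusted p = 0.140), -0.29 without HFD replicate 2 (adjusted p = 0.0173), -0.58 without HFD+Cana replicate 1 (adjusted p = 1.94e-04) and 0.09 without HFD+Cana replicate 2 (call lost, adjusted p = 0.769). The call was also lost with a pseudocount of 5 (adjusted p = 0.0525), with a mean of at least 5 TPM (adjusted p = 0.211) and with median-of-ratios scaling (adjusted p = 0.0617). A wider list of SASP factors, fixed before the data were examined, had a median log2 fold change of 0.088 over 48 measured members. It did not pass the test (adjusted p = 0.294 from camera, and adjusted p = 0.922 with an estimated correlation). No SASP factor passed an adjusted p of 0.05 in limma, adjusted over the list alone or over all genes. At an unadjusted p under 0.05, 5 were higher and 0 were lower. Among these, the cytokine Il18 had a log2 fold change of 0.88 (standard error 0.18). The proteins Igfbp6 and Igfbp2 bind insulin-like growth factors and Csf1 is a growth factor of macrophages. Their log2 fold changes were 0.84 (standard error 0.18), 1.42 (standard error 0.40) and 0.42 (standard error 0.12). The SASP list passed as higher without HFD replicate 1 (median 0.16, adjusted p = 0.0211 from camera) and without HFD+Cana replicate 2 (median 0.28, adjusted p = 0.0110 from camera). Without HFD+Cana replicate 1 camera gave its direction as lower (adjusted p = 0.925). Cell-cycle inhibitors and p53 targets had a median of -0.10 over 25 genes (adjusted p = 0.294 from camera, and adjusted p = 0.922 with an estimated correlation). It was -0.024 without HFD replicate 1 and 0.03 without HFD+Cana replicate 2. In limma 6 were lower and 1 higher at an unadjusted p under 0.05, and none passed an adjusted p of 0.05 over all genes or adjusted over the list alone. Among them the log2 fold change was -0.42 (standard error 0.12) for the stress-induced Sesn2, -0.54 (standard error 0.19) for the p53 target Phlda3, -0.29 (standard error 0.10) for Cdkn2b and 0.24 (standard error 0.085) for Cdkn1b, which encode the inhibitors p15 and p27.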

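Macrophage markers did not pass the test over 26 genes (median log2 fold change 0.044, adjusted p = 0.683 from camera, and adjusted p = 0.965 with an estimated correlation). These are RNA levels of whole gWAT. By flow cytometry of gWAT cells from more mice, the paper reports a difference in macrophages between HFD and HFD+Cana. The direction of the macrophage list turned on single mice. Without HFD+Cana replicate 1 the median was -0.32 (adjusted p = 0.00221 from camera) and without HFD+Cana replicate 2 it was 0.50 (adjusted p = 3.05e-05). Without HFD replicate 1 it was 0.26 (adjusted p = 0.0405) and without HFD replicate 2 it was -0.16 (adjusted p = 0.353). Cd163, a marker of resident macrophages, had 50.0 and 42.8 TPM in HFD and 68.8 and 58.1 TPM in HFD+Cana. Fcgr1, an Fc receptor, had 11.7 and 7.87 TPM in HFD and 8.16 and 3.18 TPM in HFD+Cana. Genes of lipid-associated macrophages had a median of -0.10 over 19 genes (adjusted p = 0.450 from camera, and adjusted p = 0.965 with an estimated correlation). They passed as lower only without HFD+Cana replicate 1 among the settings that leave out a mouse (median -0.35, adjusted p = 0.0145). Without HFD replicate 1 and without HFD+Cana replicate 2 the medians were 0.16 (adjusted p = 0.683) and 0.21 (adjusted p = 0.342). Collagens and other genes of the extracellular matrix had a median of 0.0079 and a mean of 0.059 over 32 genes. Camera gave the direction as lower (adjusted p = 0.683, and adjusted p = 0.965 with an estimated correlation). They passed as lower without HFD+Cana replicate 1 (median -0.26, adjusted p = 0.0113 from camera) and as higher without HFD+Cana replicate 2 (median 0.33, adjusted p = 0.0188). In the same samples, markers of the mesothelium that lines the fat pad rose together. Their median was 1.85 over 13 genes (adjusted p = 3.53e-12 from camera, and adjusted p = 0.562 with an estimated correlation). Both HFD+Cana mice were above both HFD mice in 12 of them. Transcripts of red blood cells rose (median 1.60 over 5 genes, adjusted p = 0.0147 from camera, and adjusted p = 0.793 with an estimated correlation). Transcripts of skeletal muscle fell (median -1.29 over 10 genes, adjusted p = 0.00173, and adjusted p = 0.711 with an estimated correlation). For red blood cells, the median was 0.71 without HFD replicate 1 (call lost, adjusted p = 0.0869), 2.44 without HFD replicate 2 (adjusted p = 1.64e-04) and 1.03 without HFD+Cana replicate 1 (call lost, adjusted p = 0.0885). For skeletal muscle, the median was -2.38 without HFD replicate 1 (adjusted p = 2.33e-16) and -0.33 without HFD replicate 2 (call lost, adjusted p = 0.243). Over all genes, 6 were higher in HFD+Cana and 0 were lower at an adjusted p under 0.05 in limma. At an unadjusted p under 0.05, 733 were higher and 751 lower. The 6 genes, Fabp1, Mup20, Apoa1, Serpina1e, Ttr and Cyp2f2, are expressed in liver, and Mup20 and Serpina1e have near-identical copies that may share reads. Without any 1 of the 4 mice the 6 calls were lost. The log2 fold change then ranged from 4.02 to 4.47 for Fabp1, the largest of the 6, and from 2.38 to 2.46 for Cyp2f2, the smallest. There were 0 higher genes with a pseudocount of 0.1, with quantile normalization, with no filter or with a mean of at least 5 TPM. With a pseudocount of 5 there were 2 higher genes, and 13 with eBayes without trend. From the genes of this panel, with the tissue and blood measurements of Fig. 1f and Extended Data Fig. 1h, the paper states that canagliflozin lowered the expression of proinflammatory SASP factors, some significantly and some as a trend.

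**Figure D1:**
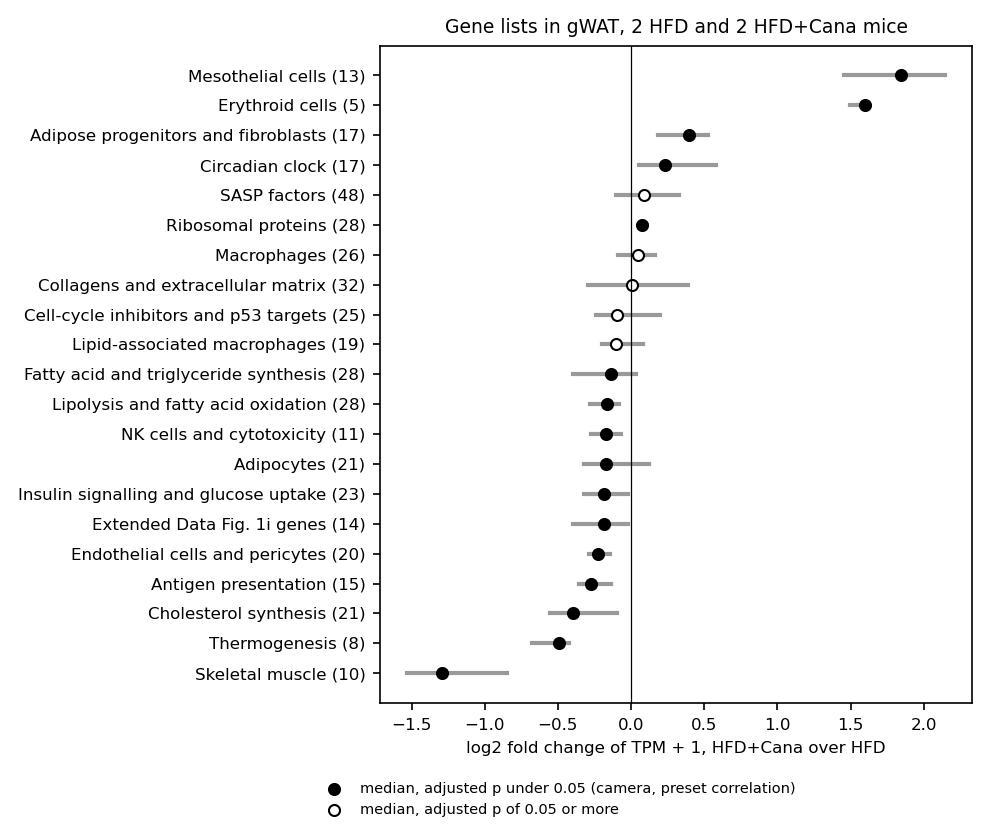
Log2 fold change of HFD+Cana over HFD, on the log2(TPM + 1) scale, in gWAT of 2 HFD and 2 HFD+Cana mice, for gene lists on the vertical axis with the number of measured members in parentheses. Points are list medians, filled at an adjusted p under 0.05 from limma's camera with the preset correlation and open otherwise, and grey lines are the interquartile range over the members. Mesothelial cells lie at 1.85 and skeletal muscle at -1.29, and SASP factors and macrophages lie at 0.088 and 0.044.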

We also found that canagliflozin treatment caused a decrease in crown-like structures (indicators of adipose tissue inflammation) and reduced oxidative stress (Fig. 1g). Furthermore, 4 weeks of treatment with canagliflozin showed more-pronounced improvement of senescence-like phenotypes, such as decreased SA-β-gal activity and decreased expression of negative cell-cycle regulators in gWAT, without reducing body weight or gWAT weight, and achieved significant improvement of adipose tissue inflammation, attenuating metabolic abnormalities induced by HFD (Extended Data Fig. 2a–g and Supplementary Fig. 1c).

**Fig. 1:**
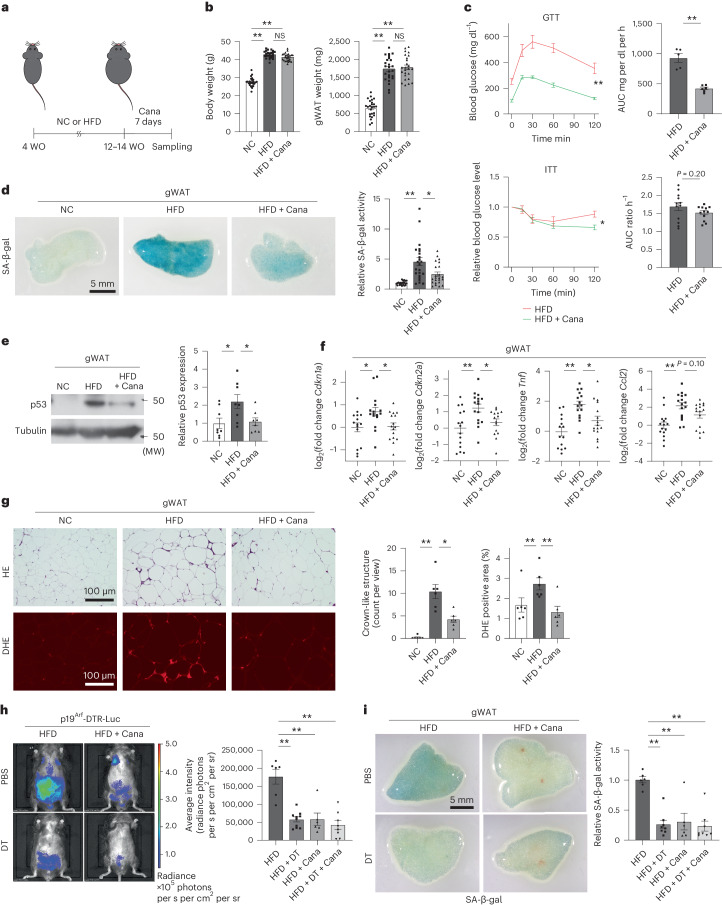
Effects of SGLT2 inhibition on senescent cells in visceral adipose tissue. **a**, Protocol of the experiments to test the senolytic effects of short-term treatment with canagliflozin (Cana). **b**, Body weight and gWAT weight of mice fed NC or HFD with or without canagliflozin (*n* = 25 each). **c**, GTT (*n* = 5, 6) and ITT (*n* = 12 each) of mice as prepared in **b**. GTT and ITT were performed from day 4 to day 7 after starting canagliflozin administration. **d**, SA-β-gal activity in gWAT of mice as prepared in **b** (*n* = 22, 23, 23). **e**, Western blot analysis for p53 in gWAT of mice as prepared in **b** (*n* = 8 each, from three gels/blots processed in parallel). **f**, qPCR analysis for *Cdkn1a*, *Cdkn2a*, *Tnf* and *Ccl2* in gWAT of mice as prepared in **b** (*n* = 15, 16, 16). **g**, Hematoxylin-eosin (HE) staining and dihydroethidium (DHE) assay in gWAT of mice as prepared in **b** (*n* = 6 each). **h**, p19^Arf^-dependent luciferase activity of mice on HFD after short-term administration of canagliflozin with or without DT treatment (*n* = 6, 10, 6, 8). **i**, SA-β-gal activity in gWAT of mice as prepared in **h** (*n* = 6, 8, 6, 8). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (**b**,**d**–**i**), repeated measures analysis (**c**) or two-tailed unpaired Student’s *t*-test (**c**). *P < 0.05; **P < 0.01; NS, not significant. Exact *P* values: NC versus HFD <0.0001 (body weight and gWAT weight), NC versus HFD + Cana <0.0001 (body weight and gWAT weight), HFD versus HFD + Cana 0.0553 (body weight) and 0.8961 (gWAT weight) (**b**); HFD versus HFD + Cana 0.0003 (GTT-trend), 0.0015 (GTT-AUC), 0.0127 (ITT-trend) and 0.2013 (ITT-AUC) (**c**); NC versus HFD <0.0001, HFD versus HFD + Cana 0.0267 (**d**); NC versus HFD 0.0308, HFD versus HFD + Cana 0.0443 (**e**); NC versus HFD: 0.0272 (*Cdkn1a*), 0.0036 (*Cdkn2a*), <0.0001 (*Tnf*) and 0.0003 (*Ccl2*), HFD versus HFD + Cana 0.0353 (*Cdkn1a*), 0.0472 (*Cdkn2a*), 0.0219 (*Tnf*) and 0.1097 (*Ccl2*) (**f**); NC versus HFD 0.0038 (crown-like structure count) and 0.007 (DHE); HFD versus HFD + Cana 0.0255 (crown-like structure count) and 0.0042 (DHE) (**g**); HFD versus HFD + DT <0.0001, HFD versus HFD + Cana <0.0001, HFD versus HFD + DT + Cana <0.0001 (**h**); HFD versus HFD + DT <0.0001, HFD versus HFD + DT + Cana <0.0001 and HFD versus HFD + Cana 0.0002 (**i**). Data are shown as the mean ± s.e. in plots of all individual data (**b**–**i**) or as the mean ± s.e. in the spaghetti plot shown in Supplementary Fig. 1 (**c**). MW, molecular weight; WO, weeks old; AUC, area under the curve. Source data

To further investigate the potential senolytic effect of canagliflozin, we used a transgenic mouse model expressing the diphtheria toxin (DT) receptor (human HB-EGF I117V/L148V) and luciferase at the *Cdkn2A* locus (p19 alternative reading frame (p19^Arf^)–diphtheria toxin receptor (p19^Arf^–DTR) mouse)^21^. In this model, p19^Arf^-expressing cells could be eliminated by administration of DT, and the presence of these cells could be assessed by monitoring luciferase activity. p19^Arf^–DTR mice were fed HFD for 8 weeks and then administered canagliflozin for 7 days with or without DT treatment. In vivo fluorescence imaging analysis revealed that HFD-induced accumulation of p19^Arf^-expressing cells was significantly attenuated to the same extent by both canagliflozin and DT (Fig. 1h). DT had no significant additive effect on canagliflozin (Fig. 1h), supporting the effectiveness of canagliflozin in eliminating senescent cells. Consistent with the results of the in vivo fluorescence imaging analyses, canagliflozin attenuated SA-β-gal activity in gWAT, and no significant additive effects of DT were observed in mice treated with canagliflozin (Fig. 1i).

### Effects of insulin treatment on senescent cells

Short-term treatment with canagliflozin may eliminate senescent cells by lowering blood glucose^22^. To test this possibility, we fed mice HFD for 8–10 weeks, administered insulin for 1 week, which induced metabolic improvements comparable with those induced by canagliflozin treatment, and observed the effects on senescent cells (Extended Data Fig. 3a). The results showed that short-term insulin treatment improved glucose intolerance and insulin resistance without affecting body weight or gWAT weight in these mice compared with the control HFD group (Extended Data Fig. 3b,c and Supplementary Fig. 1d). In contrast to short-term treatment with canagliflozin, short-term treatment with insulin did not improve HFD-induced senescence-like changes or inflammation in gWAT (Extended Data Fig. 3d–g). Likewise, 4 weeks of insulin treatment did not affect HFD-induced upregulation of SA-β-gal activity in gWAT, body weight or gWAT weight, although glucose intolerance and insulin resistance were significantly improved compared with the control HFD group (Extended Data Fig. 4a–d and Supplementary Fig. 1e).

We also examined whether normalizing the metabolic system by returning HFD-fed mice to a normal chow (NC) would affect the accumulation of senescent cells in gWAT (Extended Data Fig. 4e). Returning the HFD-fed mice to NC for 7 days improved plasma glucose levels and slightly decreased body weight but did not affect gWAT weight (Extended Data Fig. 4f). More importantly, returning the HFD-fed mice to NC did not improve HFD-induced upregulation of SA-β-gal activity in gWAT compared with the control HFD group (Extended Data Fig. 4g), suggesting that the effects of canagliflozin were not attributable to normalization of glucose metabolism.

### Mechanism of the senolytic effects of SGLT2 inhibition

To test whether a SGLT2 inhibitor might have a direct impact on senescent cells, we treated young human cells and senescent cells with canagliflozin; even at high drug concentrations (Supplementary Fig. 2a,b and Supplementary note 1), we found no direct senolytic effect on senescent cells (Extended Data Fig. 5a). To investigate the potential mechanisms of SGLT2 inhibition-induced senolysis, we next performed a metabolomic analysis in the HFD-induced obesity model after treatment with canagliflozin. We found that SGLT2 inhibition significantly increased the plasma level of 5-aminoimidazole-4-carboxamide-1-β-d-ribofuranoside (AICAR), a metabolite well known to activate AMP-activated protein kinase (AMPK) (Fig. 2a and Supplementary Table 1). Consistent with this, phospho-AMPK (p-AMPK) levels were upregulated in gWAT and liver by SGLT2 inhibition compared with the control HFD group (Fig. 2b and Extended Data Fig. 5b).

**Fig. 2:**
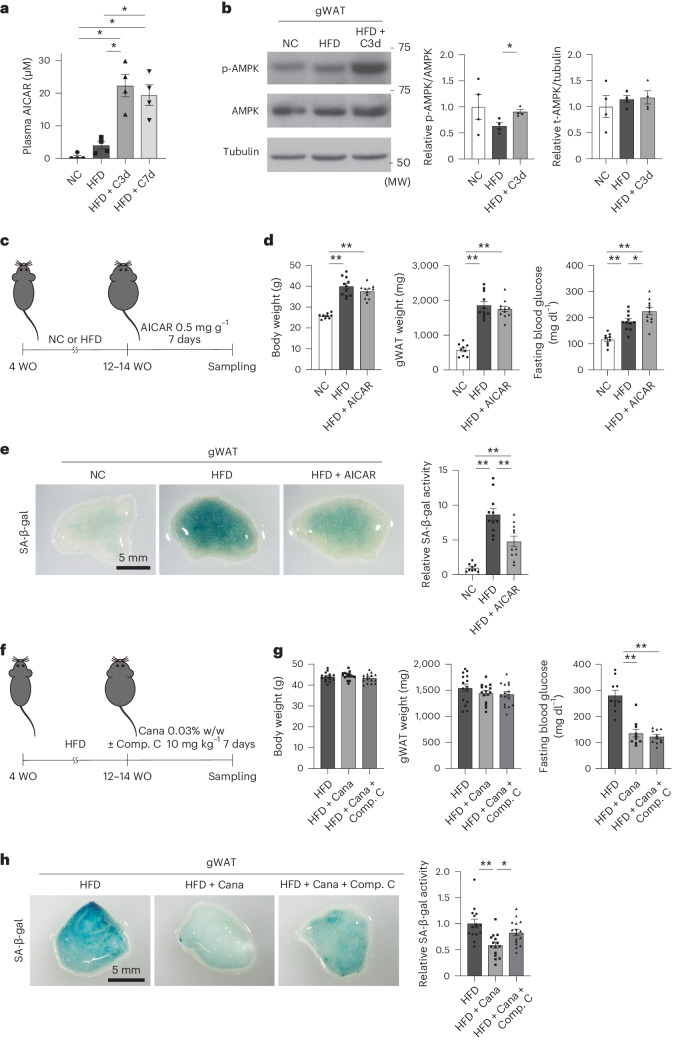
Potential mechanism of the senolytic effects of SGLT2 inhibition. **a**, Plasma AICAR level of mice fed NC or HFD with or without canagliflozin (*n* = 4 each). C3d, canagliflozin treatment for 3 days; C7d, canagliflozin treatment for 7 days. **b**, Western blot analysis for p-AMPK, AMPK and tubulin in gWAT of mice as prepared in **a** (*n* = 4 each from 2 gels/blots processed in parallel). **c**, Protocol of the experiments to test the senolytic effects of short-term treatment with AICAR. **d**, Body weight, gWAT weight and fasting blood glucose of mice fed NC or HFD with or without AICAR (*n* = 9, 11, 11). **e**, SA-β-gal activity in gWAT of mice as prepared in **d** (*n* = 9, 11, 11). **f**, Protocol of the experiments to test the effects of Compound C (Comp. C) on canagliflozin treatment. **g**, Body weight, gWAT weight and fasting blood glucose of HFD-fed mice after canagliflozin treatment with or without Comp. C (*n* = 15, 15, 16). **h**, SA-β-gal activity in gWAT of mice as prepared in **g** (*n* = 15, 15, 16). The data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (**a**,**b**,**d**,**e**,**g**,**h**). *P < 0.05, **P < 0.01. Exact *P* values: NC versus HFD + C3d 0.0317, NC versus HFD + C7d 0.0371, HFD versus HFD + C3d 0.0322, HFD versus HFD + C7d 0.0443 (**a**); HFD versus HFD + C3d 0.038 (p-AMPK/AMPK) (**b**); NC versus HFD <0.0001 (body weight and gWAT weight) and 0.0007 (fasting blood glucose), NC versus HFD + AICAR <0.0001 (body weight, gWAT weight and fasting blood glucose), HFD versus HFD + Cana 0.0457 (fasting blood glucose) (**d**); NC versus HFD <0.0001, NC versus HFD + AICAR 0.0014, HFD versus HFD + Cana 0.0076 (**e**); HFD versus HFD + Cana <0.0001 (fasting blood glucose), HFD versus HFD + Cana + Comp. C <0.0001 (fasting blood glucose) (**g**); HFD versus HFD + Cana 0.0002, and HFD + Cana versus HFD + Cana + Comp. C 0.0346 (**h**). Data are shown as the mean ± s.e. in plots of all individual data (**a**,**b**,**d**,**e**,**g**,**h**). t-AMPK, total AMPK. Source data

To test whether AICAR is involved in senolysis induction by canagliflozin, mice were fed HFD for 8–10 weeks and then treated with AICAR for 1 week (Fig. 2c). Treatment with AICAR did not change body weight or gWAT weight, but it did increase fasting blood glucose compared with the control HFD group (Fig. 2d). AICAR treatment significantly reduced SA-β-gal activity in gWAT compared with the control HFD group (Fig. 2e). Next, we tested whether suppression of AMPK activity inhibited the reduction in senescence load induced by SGLT2 inhibition. Mice were fed HFD for 8–10 weeks and then treated with canagliflozin and Compound C, an AMPK inhibitor, for 1 week (Fig. 2f). The results showed that additional treatment with Compound C did not change body weight, gWAT weight or fasting blood glucose, but did significantly increase SA-β-gal activity in gWAT compared with the canagliflozin-treated HFD group (Fig. 2g,h and Extended Data Fig. 5c). These results suggest that canagliflozin increases AICAR levels and that this effect may be responsible for the indirect senolytic effect of canagliflozin.

### SGLT2 inhibition affects programmed cell death-ligand 1 expression by senescent cells

Senescent cells that accumulate in tissues activate the immune system by secreting SASP factors. The activated immune system is believed to maintain tissue homeostasis by removing senescent cells^3^. In aging and pathological conditions, this removal mechanism becomes dysfunctional (anergy) and senescent cells continue to accumulate in tissues; the increased secretion of SASP factors triggers chronic inflammation, which is thought to be involved in the development of aging-related diseases^23,24^. As an immune checkpoint molecule, programmed cell death-1 (PD-1)/programmed cell death-ligand 1 (PD-L1) is known to negatively regulate activation of the immune system against tumors^25^. A recent study reported that PD-L1 is expressed in some populations of senescent cells and suppresses the senescent cell removal system^26^. The study also showed that senescent cells with higher expression of PD-L1 have higher expression of SASP factors and are more strongly involved in pathological aging phenotypes^26^.

Because AMPK activity has been shown to negatively regulate PD-L1 expression^27,28^, we decided to investigate the effect of SGLT2 inhibition on PD-L1. Consistent with previous reports, we found that AMPK activation by treatment with AICAR downregulated expression of PD-L1 in senescent human endothelial cells (Extended Data Fig. 6a). We then tested whether SGLT2 inhibition affected PD-L1 in HFD-fed mice. We found that the number of PD-L1-positive senescent cells was increased in the gWAT of HFD-fed mice compared with the NC group and that this increase was significantly reduced by short-term SGLT2 inhibitor treatment (Fig. 3a and Extended Data Fig. 6b). Consistent with these results, the numbers of natural killer (NK) cells and CD8^+^ T cells were reduced in the gWAT and other tissues (spleen and bone marrow) of mice fed HFD compared with the NC group, but short-term treatment with canagliflozin increased the numbers of these cells (Fig. 3b and Extended Data Fig. 6c). Similarly, treatment of HFD-fed mice with AICAR for a short time significantly reduced the number of PD-L1-positive senescent cells, which had increased because of the HFD (Fig. 3c). Treatment of HFD-fed mice with canagliflozin reduced the number of PD-L1-positive senescent cells compared with the control HFD group, but this reduction was inhibited by the AMPK inhibitor Compound C (Fig. 3d).

**Fig. 3:**
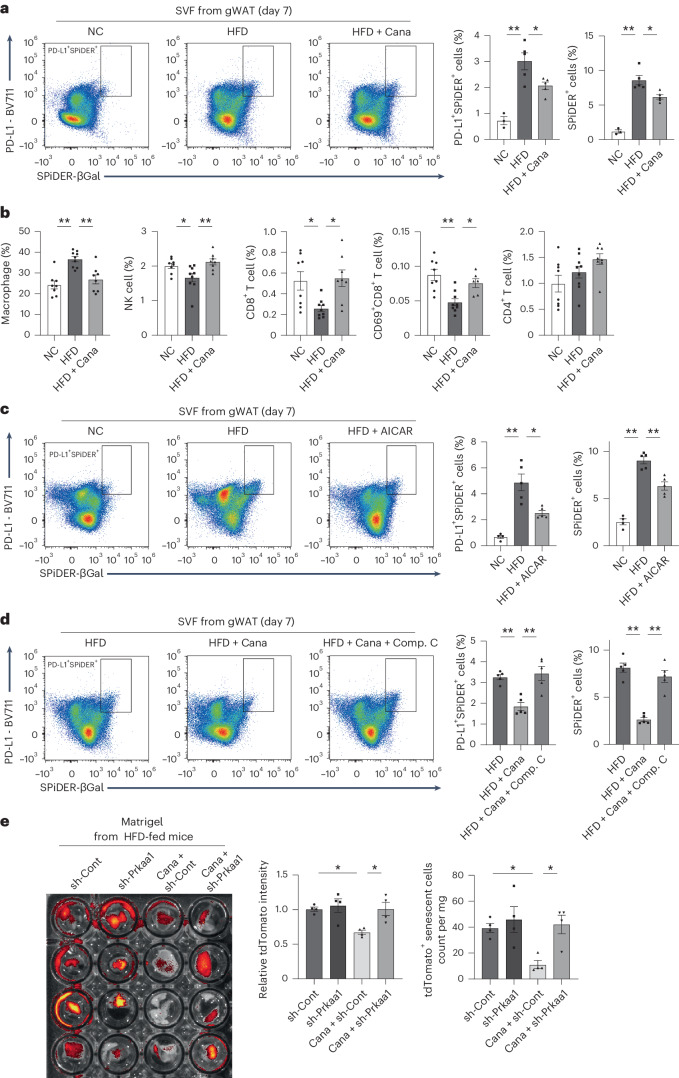
Effects of SGLT2 inhibition on PD-L1 expression by senescent cells. **a**, FACS analysis for PD-L1^+^SPiDER-βGal^+^ cells in stromal vascular fraction (SVF) obtained from gWAT of mice fed NC or HFD with or without canagliflozin (Cana) (*n* = 3, 5, 5) on day 7. **b**, FACS analysis for immune cells in gWAT of mice as prepared in **a** (*n* = 8, 9, 8) on day 7. **c**, FACS analysis for PD-L1^+^SPiDER-βGal^+^ cells in SVF from gWAT of mice fed NC or HFD with or without AICAR (*n* = 4, 5, 5) on day 7. **d**, FACS analysis for PD-L1^+^SPiDER-βGal^+^ cells in SVF from gWAT of HFD-fed mice after canagliflozin treatment with or without Compound C (Comp. C) (*n* = 5 each) on day 7. **e**, Matrigel transplantation model containing senescent cells (*n* = 4 each). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (**a**–**e**). *P < 0.05, **P < 0.01. Exact *P* values: NC versus HFD 0.0003 (PD-L1^+^SPiDER^+^ cells) and <0.0001 (SPiDER^+^ cells), HFD versus HFD + Cana 0.0396 (PD-L1^+^SPiDER^+^ cells) and 0.0127 (SPiDER^+^ cells) (**a**); NC versus HFD 0.0002 (Macrophage), 0.048 (NK cell), 0.0267 (CD8^+^ T cell) and 0.0034 (CD69^+^CD8^+^ T cell), HFD versus HFD + Cana 0.0022 (macrophage), 0.0098 (NK cell), 0.0164 (CD8^+^ T cell) and 0.0177 (CD69^+^CD8^+^ T cell) (**b**); NC versus HFD 0.0082 (PD-L1^+^SPiDER^+^ cells) and <0.0001 (SPiDER^+^ cells), HFD versus HFD + AICAR 0.0463 (PD-L1^+^SPiDER^+^ cells) and 0.001 (SPiDER^+^ cells) (**c**); HFD versus HFD + Cana 0.0029 (PD-L1^+^SPiDER^+^ cells) and <0.0001 (SPiDER^+^ cells), HFD + Cana versus HFD + Cana + Comp. C 0.0011 (PD-L1^+^SPiDER^+^ cells) and <0.0001 (SPiDER^+^ cells) (**d**); sh-Cont versus Cana + sh-Cont 0.0291 (relative tdTomato intensity) and 0.0444 (tdTomato+ senescent cells count), Cana + sh-Cont versus Cana +sh-*Prkaa1* 0.0273 (relative tdTomato intensity) and 0.0269 (tdTomato+ senescent cells count) (**e**). Data are shown as the mean ± s.e. in plots of all individual data (**a**–**e**). Gating strategy in FACS analysis was shown in Supplementary Fig. 3a (**a**,**c**,**d**), 3b (**b**) and 3c (**e**). Source data

We next examined whether suppression of specific immune cells would inhibit the effects of canagliflozin on senescent cells. Specifically, we tested how administration of CD3-neutralizing antibody to HFD-fed mice affects the senolytic effects of canagliflozin (Extended Data Fig. 6d). The results showed that administration of CD3-neutralizing antibody attenuated the effects of canagliflozin on senescent cells (Extended Data Fig. 6e), suggesting that the senolytic effects of canagliflozin are at least partly due to activation of T cells.

To further investigate the effect of SGLT2 inhibition on senescent cell removal, we created a model in which fibroblasts derived from CAG-tdTomato reporter mice were irradiated to induce cellular senescence, mixed with Matrigel and implanted into subcutaneous tissue of wild-type mice. As a control, nonsenescent tdTomato-positive fibroblasts mixed with Matrigel were also transplanted into the subcutaneous tissue of the same mice. The results of fluorescence-activated cell sorting (FACS) analysis for tdTomato showed that senescent cells in the Matrigel were specifically eliminated, whereas nonsenescent cells were not (Extended Data Fig. 6f).

We next used this model to monitor the effect of the removal of senescent cells from Matrigel to determine the effect of canagliflozin and/or AMPK deletion on senescent cell removal. Mice were fed HFD for 8–10 weeks. tdTomato-positive senescent cells infected with either the sh-*Prkaa1* (a gene encoding AMPK catalytic subunit) vector or the sh-Scramble (control) vector were then transplanted into the subcutaneous tissue of the same mouse. After a short period (1 week) of treatment with canagliflozin, Matrigel was collected and examined using in vivo fluorescence imaging analysis and FACS analysis to determine the removal efficiency of senescent cells. The results showed that SGLT2 inhibition significantly reduced tdTomato-positive senescent cells and that this effect was abolished by knockdown of AMPK in senescent cells (Fig. 3e).

### Effects of SGLT2 inhibitor on aging phenotypes

Next, we examined whether inhibition of SGLT2 with canagliflozin was effective at reducing senescent cells in atherosclerotic plaques. Apolipoprotein E-knockout (ApoE-KO) mice were fed a western diet (WD) for 12 weeks and then treated with canagliflozin for 2 weeks. Canagliflozin had no effect on body weight, glucose levels or lipid profile, including plasma levels of cholesterol, triglycerides and free fatty acids, compared with the control group (Fig. 4a,b). However, there was significant improvement in senescence-like changes in the aorta, such as decreased SA-β-gal activity and *Cdkn1a* expression along with decreased plaque area, compared with the control group (Fig. 4c–e). Canagliflozin treatment also reduced inflammatory marker expression (Fig. 4e). In addition, FACS analysis showed a decrease in fluorescent β-gal-positive cells after canagliflozin treatment, suggesting that inhibition of SGLT2 could eliminate senescent cells from atherosclerotic plaques (Fig. 4f).

**Fig. 4:**
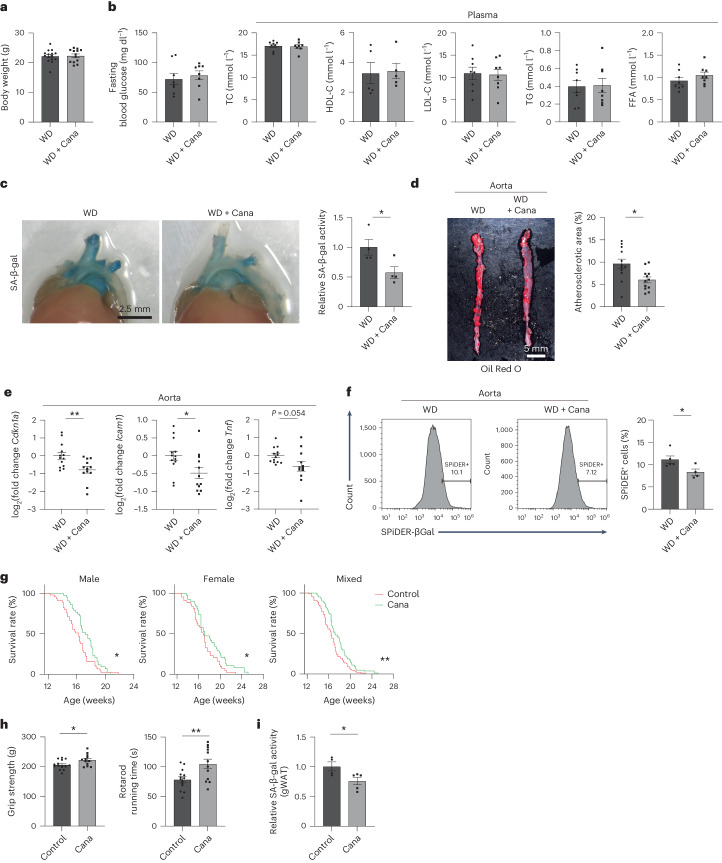
Effects of SGLT2 inhibitor on aging phenotypes. **a**,**b**, ApoE-KO mice were fed WD for 12 weeks and then treated with canagliflozin (Cana) for 2 weeks (WD + Cana). Body weight (*n* = 15, 13) (**a**), fasting blood glucose level and the lipid profile (*n* = 8 each) (**b**) were examined. **c**, SA-β-gal activity in the aorta of mice as prepared in **a** (*n* = 4 each). **d**, Oil Red O staining in the aorta of mice as prepared in **a** (*n* = 12 each). **e**, qPCR analysis for *Cdkn1a*, *Icam1* and *Tnf* in the aorta of mice as prepared in **a** (*n* = 13, 12). **f**, FACS analysis for SPiDER-βGal^+^ cells in the aorta of mice as prepared in **a** (*n* = 5, 4). **g**, Lifespan of Zmpste24 KO mice treated with canagliflozin (Cana) or vehicle (Cont) from 12 weeks of age (*n* = 46, 44 for males; *n* = 44, 38 for females). **h**, Middle-aged mice were treated with Cana or vehicle (Cont) from the age of 50 weeks and examined for physical activity at 70 weeks of age (*n* = 14, 12). **i**, SA-β-gal activity in gWAT of mice as prepared in **h** (*n* = 4, 5). Data were analyzed by two-tailed unpaired Student’s *t*-test (**a**–**f**,**h**,**i**). *P < 0.05, **P < 0.01. Exact *P* values: WD versus WD + Cana 0.0417 (**c**); WD versus WD + Cana 0.0085 (**d**); WD versus WD + Cana 0.0071 (*Cdkn1a*), 0.0258 (*Icam1*) and 0.0536 (*Tnf*) (**e**); WD versus WD + Cana 0.0438 (**f**); Cont versus Cana 0.0244 (male), 0.0446 (female) and 0.0038 (all) (**g**); Cont versus Cana 0.0279 (grip strength) and 0.0074 (rotarod running time) (**h**); Cont versus Cana 0.0408 (**i**). Data are shown as the mean ± s.e. in plots of all individual data (**a**–**f**,**h**,**i**). Survival curves were generated using the Kaplan–Meier method and compared with the log-rank test. In all analyses, *P* < 0.05 was considered to indicate statistical significance (**g**). Gating strategy in FACS analysis was shown in Supplementary Fig. 3d (**f**). FFA, free fatty acid; HDL-C, high-density lipoprotein cholesterol; LDL-C, low-density lipoprotein cholesterol; TC, total cholesterol; TG, triglyceride. Source data

Hutchinson–Gilford progeria syndrome (HGPS) is a disease in which mutations of the LMNA gene cause premature aging, and there is evidence that senescence of adult somatic cells and stem cells has a crucial role in the premature aging of patients with HGPS^29^. Zinc metalloproteinase Ste24 homolog (Zmpste24) is an endoprotease with a critical role in the maturation of lamin A protein, and Zmpste24 KO mice exhibit growth retardation, alopecia, muscle weakness, osteoporosis and premature death, all of which are features of HGPS. To investigate whether inhibition of SGLT2 with canagliflozin could delay the development of premature aging, we treated Zmpste24 KO mice with canagliflozin or vehicle from the age of 12 weeks and assessed survival. The results showed that SGLT2 inhibition significantly prolonged the lifespan of these mice in both sexes compared with the control group (Fig. 4g). We also treated middle-aged wild-type mice (50 weeks old) with canagliflozin for 20 weeks and examined pathological aging phenotypes. The results showed that SGLT2 inhibition significantly improved physical activity, such as grip strength and rotarod running time, and decreased SA-β-gal activity in gWAT compared with the control group (Fig. 4h,i).

## Discussion

The accumulation of senescent cells in tissues is accelerated by DNA damage caused by aging or metabolic stress. Aging and pathological conditions such as diabetes and atherosclerosis are believed to impair endogenous senolysis mechanisms (anergy), which further accelerates the accumulation of senescent cells; however, the mechanism is unclear. In this study, we successfully developed a therapeutic strategy that targets anergy of senescent cells.

SGLT2 is a glucose and sodium transporter localized in the proximal tubule. Inhibition of SGLT2 lowers blood glucose by promoting the excretion of glucose into the urine, so SGLT2 was initially marketed as a treatment for diabetes. Subsequently, clinical studies demonstrated its efficacy in heart failure and chronic kidney disease^30–32^, and the indication was expanded; however, the mechanism of efficacy of SGLT2 inhibitors remains unclear. We suggest that the mechanism of action may include senolytic effects because accelerated accumulation of senescent cells in tissues has been reported in diabetes, heart failure and chronic kidney disease.

Because SGLT2 inhibition promotes excretion of glucose into the urine, it may induce a state of systemic metabolism similar to that of caloric restriction and fasting. Our metabolome analysis showed elevations in AICAR, which activates AMPK. We found that short-term administration of AICAR had a senolytic effect similar to that of the SGLT2 inhibitor canagliflozin, that inhibition of AMPK attenuated the senolytic effect of canagliflozin and that knockdown of AMPK in senescent cells attenuated the senolytic effect of SGLT2 inhibition, suggesting that AMPK activity mediates at least part of the senolytic effect of SGLT2 inhibitors. These results suggest that drugs that activate AMPK, such as biguanides, may have similar senolytic effects. By contrast, blood glucose-lowering treatment with insulin may act in a pro-senescence manner by activating the Akt-mammalian/mechanistic target of rapamycin pathway^33^. In fact, short-term insulin treatment showed an increasing trend in the expression of cellular senescence markers and SASP factors, even though blood glucose was reduced to the same level as that of SGLT2 inhibitors.

It is important to note that additional effects of canagliflozin have been observed on immune cells, including a direct inhibitory effect on T cell activation in culture^34^. However, our pharmacokinetic analysis of canagliflozin availability in plasma (Supplementary Fig. 2) indicates that the concentration shown to be inhibitory in vitro (10 µM) is considerably higher than the concentration of free-form canagliflozin (Supplementary note 1).

PD-L1 is known to play an important role as an immune checkpoint molecule in cancer^25^. A recent study showed that PD-L1 is expressed in some senescent cells and is also involved in anergy of senescent cells^26^. PD-1/PD-L1 inhibition has been shown to ameliorate various pathological aging traits by activating endogenous senolysis mechanisms^26^. Furthermore, activation of AMPK was found to negatively regulate PD-L1 expression by promoting degradation^27,28^, which is consistent with the results of our study. However, AMPK has been reported to regulate T cell activation^35^, and it is possible that SGLT2 inhibition directly affects T cell activity. Furthermore, multiple molecular mechanisms may exist that induce anergy of senescent cells, as well as cancer immunity^36,37^, and the possibility that SGLT2 inhibition regulates these anergy-related molecules cannot be ruled out. The identification of anergy-associated molecules and the elucidation of the mechanisms by which anergy is induced in senescent cells are expected to lead to the development of novel therapies targeting these molecules.

### Limitation

Most experiments were performed with male mice only, so possible sex differences in effects are not clear.

## Methods

### Animal models

All of the animal experiments were conducted in compliance with the protocol reviewed by the Institutional Animal Care and Use Committee of Niigata University and/or Juntendo University and were approved by the respective president. C57BL/6 mice were purchased from SLC Japan. Mice were maintained in a specific pathogen-free facility at 20–26 °C, 40–60% humidity, under a 12-h light and 12-h dark regimen. Mice were imposed on HFD (HFD32, CLEA Japan) or NC (CE-2, CLEA Japan or CRF-1, Oriental Yeast Japan) from 4 to 16 weeks old, unless otherwise described in the figure captions. ApoE-KO mice (C57BL/6 background) were obtained from the Jackson Laboratory and fed WD (F2HFD1, Oriental Yeast Japan) from age 4 to 18 weeks. We used Zmpste24-deficient mice (a model for HGPS) as a premature aging mouse model. Zmpste24 KO mice (MGI: 2158363) were obtained from S. G. Young^38^ and back-crossed to C57BL/6 background. p19^Arf^-DTR-luciferase mice (C57BL/6 background) and CAG-tdTomato mice (C57BL/6 background) were provided by M. Sugimoto^39^ and M. Abe^40^, respectively. To eliminate p19^Arf^-positive cells, DT (50 μg per kg body weight) was administered intraperitoneally every 2 weeks from age 4 weeks for 2 months. Canagliflozin was obtained from Mitsubishi Tanabe Pharma Corporation and administered by mixing into diets at 0.03% w/w from 3 days to 20 weeks. AICAR (Wako, cat. no. 015-22531) was administered intraperitoneally at a dose of 5 g per kg body weight in phosphate-buffered saline (PBS) once daily for 7 days; Compound C (dorsomorphin dihydrochloride; Wako, cat. no. 047-33763) was administered intraperitoneally at a dose of 10 mg per kg body weight in PBS once daily for 7 days; and insulin detemir was administered subcutaneously at a dose of 5 U per kg body weight in PBS once daily for the indicated period. For T cell depletion, Ultra-LEAF Armenian hamster anti-CD3ε antibody (BioLegend, cat. no. 100360) or Ultra-LEAF Armenian hamster isotype control immunoglobulin (Ig) G (BioLegend, cat. no. 400960) was administered intraperitoneally at a dose of 40 μg per body on day 0 and day 3 during canagliflozin treatment. All experiments except for Zmpste24 KO mice were analyzed in male mice.

### Histological analyses

SA-β-gal activity was examined using the following protocol. Freshly isolated tissue was incubated for 2 h at 37 °C in β-gal staining solution containing 1 mg ml^−^^1^ 5-bromo-4-chloro-3-indolyl-beta-d-galactoside (Takara, cat. no. 9031), 5 mmol l^−^^1^ potassium ferrocyanide, 5 mmol l^−1^ potassium ferricyanide, 150 mmol l^−^^1^ NaCl, 2 mmol l^−^^1^ MgCl_2_, 0.01% sodium deoxycholate and 0.02% Nonidet P-40, after which SA-β-gal activity was assessed by photographing the stained organs to measure the density of cyan color per area^5^. Atherosclerotic plaques were examined with Oil Red O staining. Whole aortas were dissected to remove adventitial fat, opened, pinned flat and fixed in 4% paraformaldehyde for 12 h at room temperature. The pinned aortas were then washed for 1 min with 60% isopropyl alcohol and incubated in 0.5% Oil Red O solution (Sigma-Aldrich, cat. no. O9755) in 60% isopropyl alcohol for 15 min at 37 °C for staining. Subsequently, the samples were briefly immersed in 60% isopropyl alcohol solution and then washed with double-distilled water. The Oil Red O-stained specimens were then photographed^6^. For histological sections, white adipose tissue samples were harvested, fixed in 10% formalin overnight, embedded in paraffin, sectioned and stained with hematoxylin and eosin. Reactive oxygen species were evaluated with dihydroethidium. For p53 detection, the following antibodies were used: anti-p53 antibody 1:25 (Leica Biosystems, cat. no. p53-CM5p-L), Biotin-SP (long spacer) AffiniPure donkey anti-rabbit IgG (H+L) 1:25 (Jackson ImmunoResearch, cat. no. 711-065-152), Streptavidin-Cy5 1:25 (Vector Laboratories, cat. no. SA-1500-1), wheatgerm agglutinin 1:50 (Invitrogen, cat. no. W11261) and Hoechst33258 1:1,000 (Invitrogen, cat. no. H35691000). Five fields per section were randomly selected and examined by confocal microscopy (Nikon AX). SA-β-gal activity, plaque area, crown-like structures, reactive oxygen species levels and p53-positive cells were quantified with ImageJ (v.1.53a).

### Physiological analyses

Forelimb grip strength (*g*) was measured using a grip strength meter (BIOSEB, cat. no. BIO-GS3). For each mouse, results were averaged from three trials. To measure endurance capacity, a rotarod performance test was performed with an accelerating rotarod machine (O’Hara & Co., cat. no. RRAC-3002). For this test, the mouse was placed on the lane rotating at 5–50 rpm, and the time latency (in seconds) until the mouse fell off the lane was recorded. For in vivo metabolic measurements, mice were housed individually to enable monitoring of body weight and food intake. Oxygen consumption was measured with an O_2_/CO_2_ metabolic measurement system (Columbus Instruments) according to the manufacturer’s instructions.

### Systemic metabolic parameters

Before the assay, mice were housed individually for 1 week. On the day of the glucose tolerance test (GTT), the mice were fasted for 6 h and then glucose was injected intraperitoneally at a dose of 1 g per kg body weight in the early afternoon. For the insulin tolerance test (ITT), mice were given human insulin intraperitoneally (1 U per kg body weight). Tail vein blood was collected at 0, 15, 30, 60 and 120 min after administration, and blood glucose levels were measured with a glucose analyzer (Sanwa Kagaku Kenkyusho).

### Cell isolation from mouse tissue

Tissues (visceral adipose tissue, aorta, Matrigel, ear skin, spleen and bone marrow) were excised, minced and digested with digesting solution (2 mg ml^−1^ collagenase type II (Worthington, cat. no. CLS2) and 1 mM calcium chloride (CaCl_2_) in PBS) for 20–30 min at 37 °C except spleen and bone marrow. Lysate was subsequently filtered through a nylon mesh (40 μm) and red blood cell lysis was achieved with an ammonium chloride-based lysing buffer (Pharm Lyse; BD, cat. no. 555899). Cells were resuspended in PBS supplemented with 1% FBS (Gibco, cat. no. 10437028) and 5 mM EDTA for FACS analysis or in DMEM (Sigma, cat. no. D6046) containing 10% FBS and 1% penicillin/streptomycin (P/S; Gibco, cat. no. 15140122) for cell culture.

### Cell culture

Human umbilical vein endothelial cells (HUVEC) were purchased from Lonza and cultured according to the manufacturer’s instructions. Human fetal lung fibroblasts (IMR90) were purchased from KAC Co (cat. no. EC85020204-F0). Mouse ear fibroblasts were obtained from the ears of 4-week-old wild-type or CAG-tdTomato mice. IMR90 and mouse ear fibroblasts were cultured in DMEM (Sigma, cat. no. D6046) containing 10% FBS and 1% P/S. To induce cellular senescence of ear fibroblasts, IMR90 and HUVEC, ionizing irradiation was performed at 10 Gy. Senescent fibroblasts and HUVEC were subjected to further experiments or analysis at 7–10 days after irradiation. In some experiments, cells undergoing replicative senescence were used. We defined replicative senescent cells as the cultures that do not increase in the cell number and remain sub-confluent for 2 weeks.

### Adeno-associated viral vector

Adeno-associated virus (serotype: AAV-DJ) with U6 promoter-mediated short hairpin RNA construct was purchased from VectorBuilder. Sequences of sh-Scramble and sh-Prkaa1 were as follows:

sh-Scramble: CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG

sh-Prkaa1: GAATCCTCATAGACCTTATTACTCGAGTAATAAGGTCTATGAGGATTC.

### Matrigel transplantation

Irradiated mouse ear fibroblasts from CAG-tdTomato mice infected with AAV-sh-Scramble or AAV-sh-Prkaa1 (10^5^ multiplicity of infection) were mixed with Matrigel (Corning, cat. no. 35237) at 5 × 10^5^ ml^−1^ and subcutaneously transplanted into the back of anesthetized wild-type mice. Two weeks after transplantation, Matrigel was collected and used for in vivo fluorescence imaging analysis and FACS analysis.

#### In vivo fluorescence imaging analysis

In vivo fluorescence imaging analysis was performed with an in vivo imaging system (Perkin Elmer). Mice were shaved ventrally, anesthetized with isoflurane (Wako, cat. no. 099-06571) and injected intraperitoneally with luciferin (Promega, cat. no. P1043; 150 mg per kg body weight) according to the manufacturer’s instructions. Luciferase activity was monitored starting 5 min after luciferin injection. tdTomato fluorescence was measured by transferring harvested Matrigel to each well of a 96-well clear-bottom plate filled with PBS. To quantify luciferase activity or tdTomato fluorescence, signals were analyzed with Living Image software (v.4.5.5; Perkin Elmer).

#### RNA analysis

Total RNA (1 μg) was isolated from tissue samples with QIAZOL (QIAGEN). Real-time quantitative polymerase chain reaction (qPCR) was performed with a Light Cycler 480 (Roche) with the Universal Probe Library and the Light Cycler 480 Probes Master (Roche) or SYBR Green and QUantiStudio6 Pro (Applied Biosystems) according to the manufacturer’s instructions. The primers and their sequences are listed below (Rplp0 was used as the internal control).

Mouse primers (forward, backward):

*Cdkn1a*; 5′-TCCACAGCGATATCCAGACA-3′, 5′-GGACATCACCAGGATTGGAC-3′

*Cdkn2a*; 5′-GGGTTTTCTTGGTGAAGTTCG-3′, 5′-TTGCCCATCATCATCACCT-3′

*Ccl2*; 5′-CATCCACGTGTTGGCTCA-3′, 5′-GATCATCTTGCTGGTGAATGAGT-3′

*Tnf*; 5′-TCTTCTCATTCCTGCTTGTGG-3′, 5-′CTGTAGCCCACGTCGTAGC-3′

*Rplp0*; 5′-GATGCCCAGGGAAGACAG-3′, 5′-ACAATGAAGCATTTTGGATAA-3′.

For measurement of *Cdkn2d* messenger RNA expression, qPCR was performed with TaqMan FAM (Applied Biosystems, cat. no. 4331182) or VIC (Applied Biosystems, cat. no. 4448484) probe and predesigned *Cdkn2d* primer (Applied Biosystems, cat. no. Mm00486943_m1) or *Rplp0* primer (Applied Biosystems, cat. no. Mm00725448_s1) and QUantiStudio6 Pro.

#### RNA sequencing analysis

Total RNA was extracted from mouse gWAT using the Maxwell RSC 48 Instrument (Promega) and Maxwell RSC simplyRNA Tissue Kit (Promega, cat. no. AS1340) in accordance with the manufacturer’s instructions. The complementary DNA libraries were generated with the TruSeq Stranded mRNA Library Prep Kit (Illumina). The quality of total RNA and cDNA was assessed with an Agilent 2100 Bioanalyzer with the RNA6000 nano kit and DNA7500 kit (Agilent Technologies). Sequencing was performed with the NovaSeq6000 system (Illumina) with a pair-end-read sequencing length of 150 bp. Acquired read data were processed and analyzed by nf-core/rnaseq pipeline (v.3.12.0) as the default setting on nextflow software (v.23.10.0). The *z*-score was calculated from transcript per million data, and its heatmap was generated in RStudio (v.2023.12.0+369) and R (v.4.3.2).

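The z-scores of the 15 genes in Extended Data Fig. 1i were computed from the deposited TPM as the distance of each mouse from the mean of the 4 mice in units of their SD (n − 1), on linear TPM. Both HFD+Cana mice were below 0 in 5 genes, among them Cdkn1a, Tnf, Nos2 and Lep, and both were above 0 in Sirt1, with 0.27 and 1.24. In the other 9 genes HFD+Cana replicate 1 was above 0 and HFD+Cana replicate 2 below. The inflammatory chemokine gene Ccl2 had 1.11 in HFD+Cana replicate 1 and -1.12 in replicate 2, and the collagen gene Col1a1 had 1.42 and -0.86. Lep had 0.75 and 0.92 in the HFD mice and -1.15 and -0.53 in the HFD+Cana mice, and Tnf had 0.34 and 1.14 against -0.23 and -1.24. Cdkn1a had its highest z-score in HFD replicate 1, at 1.42, and Nos2 in HFD replicate 2, at 1.32. Over the 15 genes, values below 0 numbered 4 in HFD replicate 1, 10 in HFD replicate 2, 5 in HFD+Cana replicate 1 and 14 in HFD+Cana replicate 2. A z-score shows the order and spacing of the mice within a gene and not the size of the change in TPM.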

#### Western blot analysis

Whole-cell lysates were prepared in lysis buffer (10 mmol l^−1^ Tris–HCl, pH 8, 140 mmol l^−^^1^ NaCl, 5 mmol l^−^^1^ EDTA, 0.025% NaN3, 1% Triton X-100, 1% deoxycholate, 0.1% SDS, 1 mmol l^−^^1^ phenylmethyl sulfonyl fluoride, 5 μg ml^−^^1^ leupeptin, 2 μg ml^−^^1^ aprotinin, 50 mmol l^−^^1^ NaF, and 1 mmol l^−^^1^ Na_2_VO_3_). The lysates (20–50 μg) were then resolved by SDS–PAGE and proteins were transferred to a polyvinylidene difluoride membrane (Millipore) that was incubated with the primary antibody and then with anti-rabbit or anti-mouse IgG conjugated with horseradish peroxidase (Jackson). Specific proteins were detected by enhanced chemiluminescence (Cytiva, cat. no. RPN2106 or RPN2232). The primary antibodies for western blotting were anti-p53 antibody (Cell Signaling, cat. no. 2524 or Leica, cat. no. NCL-L-p53-CM5p), anti-phospho-AMPKα antibody (Cell Signaling, cat. no. 2535), anti-AMPKα antibody (Cell Signaling, cat. no. 5831) and anti-αTubulin antibody (Cell Signaling, cat. no. 2125). All primary antibodies were used at a dilution of 1:1,000, except for anti-αTubulin antibody, which was used at a dilution of 1:5,000. The secondary antibody, peroxidase-conjugated AffiniPure goat anti-rabbit IgG (H+L; Jackson ImmunoResearch, cat. no. 111-035-003) was used for all primary antibodies except anti-p53 antibody (1C12), for which peroxidase-conjugated AffiniPure goat anti-mouse IgG (light chain specific) (Jackson ImmunoResearch, cat. no. 115-035-174) was used. All secondary antibodies were used at a dilution of 1:5,000.

#### Enzyme-linked immunosorbent assay

The plasma concentration of mouse CCL2 and tumor necrosis factor was measured using an enzyme-linked immunosorbent assay kit (CCL2: Abcam, cat. no. ab208979; tumor necrosis factor: Abcam, cat. no. ab208348) according to the manufacturer’s instruction sheet. Briefly, 50 µl of mouse plasma was mixed with capture antibody and detection antibody in a clear, flat-bottom strip well and subsequently incubated for 1 h on an orbital shaker at room temperature. After the wells were washed with wash buffer, 50 µl of 3,3′,5,5′-tetramethylbenzidine substrate solution was incubated for 20 min, and the reaction was then stopped with 50 µl of stop solution. The concentration of each protein was calculated according to the optical density, which was acquired by measuring the absorbance at wavelengths of 450 and 570 nm.

#### FACS analysis

Isolated cells were stained with cell marker antibodies and 10 μM SPiDER-βGal (Dojindo, cat. no. SG02) for 30 min at room temperature. Cells from adipose tissue were incubated with Fcγ blocker 1:100 (BD, cat. no. 553141) for 5 min at room temperature before staining with cell marker antibodies. The following antibodies were used: BV421-conjugated anti-mouse CD31 1:100 (BioLegend, cat. no. 102424), Phycoerythrin(PE)/Cy7-conjugated anti-mouse CD45 1:100 (BioLegend, cat. no. 103114), BB515-conjugated anti-mouse Cd11b 1:100 (BD, cat. no. 564454), BB700-conjugated anti-mouse Cd11b 1:100 (BD, cat. no. 566416), PE-conjugated anti-mouse CD3ε 1:100 (BioLegend, cat. no. 100302), Allophycocyanin(APC)/Cy7-conjugated anti-mouse Nk1.1 1:100 (BioLegend, cat. no. 108724), BV650-conjugated anti-mouse CD19 1:100 (BioLegend, cat. no. 115541), BB700-conjugated anti-mouse CD4 1:100(BD, cat. no. 566407), Pacific Blue-conjugated anti-mouse CD8a 1:100(BioLegend, cat. no. 100725), BV711-conjugated anti-mouse CD69 antibody 1:100 (BioLegend, cat. no. 104537), BV711-conjugated anti-mouse CD274 (PD-L1) antibody 1:100 (BioLegend, cat. no. 124319) and PE-conjugated anti-human CD274 (PD-L1) antibody 1:100 (BioLegend, cat. no. 329706). Cells were washed and resuspended in FACS buffer and analyzed by a spectral cell analyzer (Sony, cat. no. ID7000) or a cell sorter (Sony, cat. no. SH800S). Data were collected and analyzed with ID7000 software (v.1.1.0.11041, Sony), SH800S cell sorter software (v.2.1.6, Sony) and FlowJo (v.10.8.1, BD). The gating strategies are shown in the Supplementary Fig. 3.

#### Cell viability analysis (MTT assay)

Cells were resuspended in a flat, clear-bottom 96-well plate at 5 × 10^3^ and treated with canagliflozin in 1% dimethylsulfoxide for 48 h. The medium was then replaced with 0.5 mg ml^−1^ of 3-(4,5-Dimethyl-2-thiazolyl)-2,5-diphenyltetrazolium Bromide (MTT) (TCI, cat. no. D0801). After 3 h incubation in a 5% CO_2_ incubator at 37°C, the medium was replaced with dimethylsulfoxide, and the absorbance was measured at a wavelength of 570 nm.

#### Metabolomic analysis

Metabolomic analyses were performed by capillary electrophoresis time-of-flight/mass spectrometry. Mouse blood samples were immediately centrifuged, and 40 μl of plasma was mixed with 360 μl of methanol containing l-methionine sulfone (Wako, cat. no. 502-76641), MES (Dojindo, cat. no. 349-01623) and CSA (Wako, cat. no. 037-01032) (all at 20 μM). The aqueous layer was then extracted with chloroform, filtered and subjected to capillary electrophoresis time-of-flight/mass spectrometry^41^.

#### Measurement of plasma canagliflozin concentration

Plasma concentrations of canagliflozin were determined by ultra-performance liquid chromatography/tandem-mass spectrometry (LC/MS/MS) at Mediford Corporation. For the measurement, 40 μl of mouse plasma was mixed with an internal standard (IS; [^14^C_6_] canagliflozin) and applied to an Oasis HLB µElution plate (Waters Corporation) for extraction. Canagliflozin and IS were eluted with acetonitrile and then analyzed by LC/MS/MS. Reverse-phase chromatography was performed on an ACQUITY ultra-performance liquid chromatograph (Waters Corporation) equipped with an Inertsil ODS-HL column (1.9 µm, 2.1 × 50 mm; GL Sciences) maintained at 40 °C. The analytes were eluted by linear gradient elution with 10 mmol l^−1^ ammonium acetate and acetonitrile/100 mmol l^−1^ ammonium acetate (90:10, v/v) at a flow rate of 0.5 ml min^−1^. Mass spectrometric detection was performed with a Triple Quad 5500+ mass spectrometer (SCIEX) equipped with a Turbo Spray source operating in positive mode. Canagliflozin and IS were monitored by a multiple reaction monitoring with monitor ions (*m*/*z*) of 462 > 249 and 468 < 255, respectively.

#### Measurement of protein binding rate of canagliflozin

In vitro protein binding of canagliflozin was examined at Mediford Corporation by the equilibrium dialysis method with two different media (EBM2 bullet kit containing 2% FBS, and DMEM containing 10% FBS). Then, 10 µmol l^−1^ canagliflozin was added to each medium, and the solution was incubated in a rapid equilibrium dialysis device for 24 h at 37 °C in a 5% CO_2_ incubator. After equilibrium dialysis, the concentrations of canagliflozin in the samples were determined by LC/MS/MS. The analysis samples were prepared by mixing PBS (dialysis sample), medium 1 and medium 2 at a ratio of 8:1:1 by volume.

### Statistics and reproducibility

Data were analyzed with GraphPad Prism 9 software (v.9.3.1, MDF). All data are from different biological replicates and shown as the mean ± s.e. Differences between two groups were examined by the two-tailed Student’s *t*-test. Two-way analysis of variance (ANOVA) tests followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) were applied for three or more groups. Survival curves were calculated using the Kaplan–Meier method and were compared with the log-rank test. In GTT and ITT analyses, data were analyzed with repeated measures ANOVA, followed by Tukey’s multiple comparison test. In all analyses, a *P* value <0.05 was considered statistically significant.

Sample size was determined based on previously published experiments^7^ where statistic differences were observed. Outliers and abnormal values were excluded by Smirnov–Grubbs test with common threshold (*α* = 0.05) in case results follow a Gaussian distribution. All animals were randomly assigned to experimental and control groups by the investigator at baseline according to a prespecified number in each replicate, after which key covariates (such as body weight and blood glucose levels) were confirmed to be equivalent between groups. In cell culture experiments, all wells of cultured cells were prepared at the same cell density and sequentially assigned to the different treatment groups. Mouse experiments for physiological, metabolic and pathological analysis were blinded. Other experiments including in vitro and ex vivo studies, investigators were blinded to allocation during experiments and outcome assessments.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information Supplementary Figs. 1–3 and Note 1.

Reporting Summary

Supplementary Table 1 Metabolomic analysis.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 1 Unprocessed western blots.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 2 Unprocessed western blots.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 2f Unprocessed western blots.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 3e Unprocessed western blots.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 5b Unprocessed western blots.

Source Data Extended Data Fig. 6 Statistical source data.

## Figures and Tables

**Extended Data Fig. 1:**
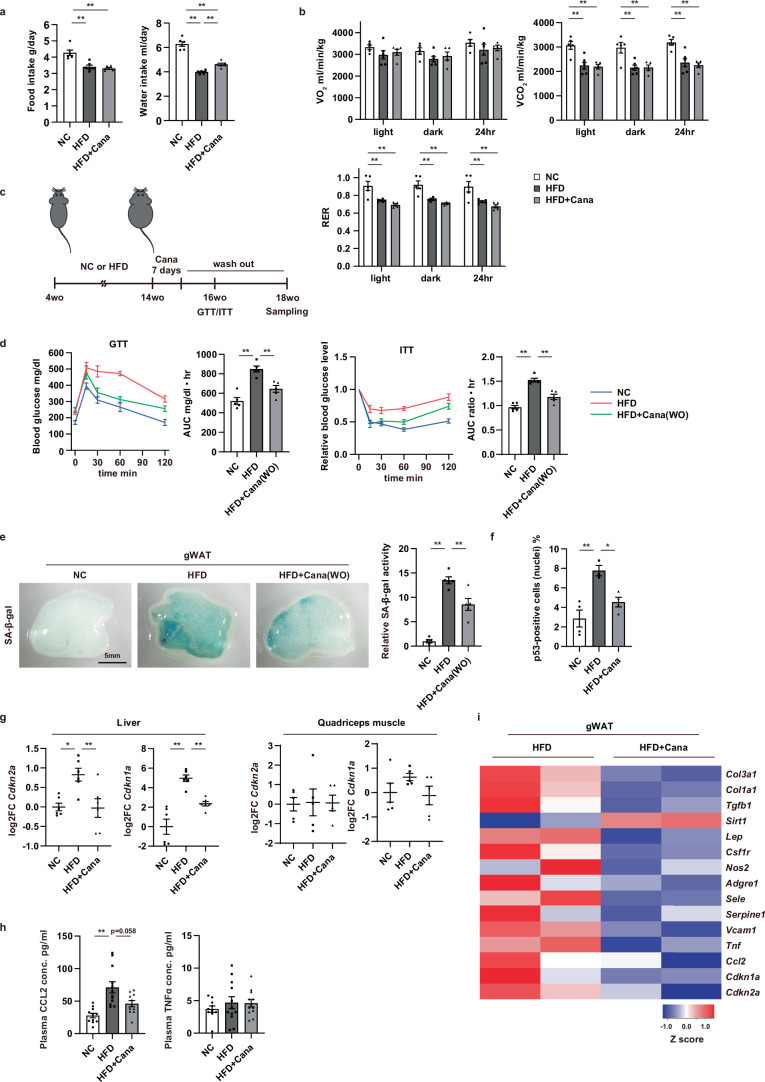
Effects of SGLT2 inhibition on senescent cells in visceral adipose tissue. **a**, Food intake of mice prepared according to the experimental protocol shown in Fig. 1a (n = 6 each). **b**, Oxygen consumption (VO2), CO2 emission (VCO2), and respiratory exchange ratio (RER) of mice as prepared in Extended Data Fig. 1a (n = 5, 6, 5). **c**, Protocol for performing the glucose tolerance test (GTT) and insulin tolerance test (ITT) after 1 week of canagliflozin administration followed by 1 week of no canagliflozin administration. NC, normal chow; HFD, high-fat diet. **d**, Glucose tolerance test (GTT) and insulin tolerance test (ITT) of mice as prepared in Extended Data Fig. 1c (n = 5 each). WO, wash out. **e**, SA-β-gal activity in gonadal white adipose tissue (gWAT) of mice as prepared in Extended Data Fig. 1c (n = 5 each). **f**, Immunostaining for p53 in gWAT as prepared in Extended Data Fig. 1a (n = 4, 3, 4). **g**, qPCR analysis for Cdkn1a and Cdkn2a in multiple organs of mice as prepared in Extended Data Fig. 1a (Liver, n = 6 each; Muscle, n = 5 each). **h**, ELISA for CCL2 (n = 11, 12, 11) and TNFα (n = 10, 12, 12) in the blood of mice as prepared in Extended Data Fig. 1a. **i**, RNA-sequence analysis for inflammatory molecules in gWAT of mice as prepared in Extended Data Fig. 1a (n = 2 each). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (a, b, d–h). *P < 0.05, **P < 0.01. Exact P-value: NC versus HFD: 0.0003 (Food intake) and < 0.0001 (Water intake), NC versus HFD+Cana: < 0.0001 (Food intake and Water intake), HFD versus HFD+Cana: 0.008 (Water intake) (a); NC versus HFD: 0.0003 (VCO2-light and VCO2-24 hr), 0.0004 (VCO2-dark), 0.0006 (RER-light and RER-dark) and 0.0005 (RER-24 hr), NC versus HFD+Cana: 0.0003 (VCO2-light), 0.0007 (VCO2-dark), 0.0001 (VCO2-24 hr), < 0.0001 (RER-light, RER-dark and RER-24 hr) (b); NC versus HFD: < 0.0001 (GTT-trend, GTT-AUC, ITT-trend and ITT-AUC), HFD versus HFD+Cana(WO): 0.0086 (GTT-trend), 0.0029 (GTT-AUC), < 0.0001 (ITT-trend), 0.0004 (ITT-AUC) (d); NC versus HFD: < 0.0001, HFD versus HFD+Cana(WO): 0.0035 (e); NC versus HFD: 0.003, HFD versus HFD+Cana(WO): 0.0291 (f); NC versus HFD: 0.0122 (Liver-Cdkn2a) and 0.0017 (Liver-Cdkn1a), HFD versus HFD+Cana: 0.0097 (Liver-Cdkn2a) and 0.0003 (Liver-Cdkn1a) (g); NC versus HFD: 0.0009 (CCL2), HFD versus HFD+Cana: 0.0575 (CCL2) (h). Data are shown as the mean ± SE in plots of all individual data (a, b, d–h) or as the mean ± SE in the spaghetti plot shown in Supplementary Fig. 1 (d). Source data

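Of the 15 genes in the panel, 11 had a lower mean TPM in HFD+Cana than in HFD and 4, Sirt1, Csf1r, Col1a1 and Col3a1, had a higher mean. Both HFD+Cana mice were below both HFD mice in 4 genes, Lep, Cdkn1a, Vcam1 and Tnf, where chance gives 2.5 of 15. Both were above in Sirt1, and the groups overlapped in 10. The smallest p-values were those of the satiety hormone leptin and the cell-cycle inhibitor p21, and none of the 14 genes above the filter on low values passed an adjusted p of 0.05 in limma. Positions are on GRCm38, from GENCODE release M21. Lep (leptin) lies on chromosome 6 from 29060220 to 29073877 and had 2673 ± 73.9 TPM in HFD and 1596 ± 281 TPM in HFD+Cana (SD, n = 2 mice per group, as for the other genes), a log2 fold change of -0.75 (standard error 0.16, adjusted p = 0.274 from limma). Cdkn1a, which encodes p21, lies on chromosome 17 from 29090976 to 29100727 and had 154 ± 53.4 TPM in HFD and 88.5 ± 16.0 TPM in HFD+Cana, a log2 fold change of -0.76 (standard error 0.27, adjusted p = 0.449 from limma). Vcam1, an adhesion molecule of activated endothelium, lies on chromosome 3 from 116109949 to 116129688 and had 30.4 ± 2.58 TPM in HFD and 23.0 ± 6.75 TPM in HFD+Cana, a log2 fold change of -0.41 (standard error 0.21, adjusted p = 0.549 from limma). Tnf, on chromosome 17 from 35199381 to 35202007, had 1.75 ± 0.163 TPM in HFD and 1.32 ± 0.206 TPM in HFD+Cana, a log2 fold change of -0.24 (standard error 0.18, adjusted p = 0.674 from limma). The deacetylase gene Sirt1, on chromosome 10 from 63319005 to 63381704, had 9.64 ± 0.738 TPM in HFD and 11.9 ± 1.01 TPM in HFD+Cana, a log2 fold change of 0.27 (standard error 0.12, adjusted p = 0.490 from limma). Without 1 mouse the log2 fold change ranged from -0.93 to -0.57 for Lep, -1.12 to -0.40 for Cdkn1a, -0.70 to -0.12 for Vcam1, -0.34 to -0.15 for Tnf and 0.19 to 0.35 for Sirt1. Another 8 genes above the filter had adjusted p-values from limma between 0.611 and 0.999. Nos2, on chromosome 11 from 78920787 to 78960254, had 3.51 and 4.92 TPM in HFD and 2.59 and 3.60 TPM in HFD+Cana. Cdkn2a, which encodes p16 and p19Arf, lies on chromosome 4 from 89274471 to 89294653 and had 1.91 and 1.5 TPM in HFD and 1.76 and 0.965 TPM in HFD+Cana. The chemokine gene Ccl2, on chromosome 11 from 82035571 to 82037453, had 31.6 and 20.1 TPM in HFD and 38.5 and 12.9 TPM in HFD+Cana. Of the macrophage markers, Adgre1 (F4/80), on chromosome 17 from 57358691 to 57483527, had 95.7 and 59.7 TPM in HFD and 96.6 and 48.3 TPM in HFD+Cana. Csf1r, on chromosome 18 from 61100598 to 61132149, had 134 and 107 TPM in HFD and 151 and 95.5 TPM in HFD+Cana. Tgfb1, on chromosome 7 from 25687002 to 25705077, had 70.4 and 55.0 TPM in HFD and 68.9 and 49.9 TPM in HFD+Cana. The collagen gene Col1a1, on chromosome 11 from 94936224 to 94953042, had 216 and 162 TPM in HFD and 395 and 119 TPM in HFD+Cana. Another collagen gene, Col3a1, on chromosome 1 from 45311538 to 45349706, had 841 and 687 TPM in HFD and 1198 and 497 TPM in HFD+Cana. The endothelial adhesion molecule Sele, on chromosome 1 from 164048234 to 164057677, was below the filter, with 0.103 and 0.172 TPM in HFD and 0.212 and 0.0557 TPM in HFD+Cana. HFD+Cana replicate 2 had the lowest value of the 4 mice in 10 of the 15 genes and HFD+Cana replicate 1 the highest in 6. Without HFD+Cana replicate 2 the number of genes with a lower mean in HFD+Cana was 6. The number with separated lower groups was 12 without HFD+Cana replicate 1 and 7 without HFD replicate 2, where chance gives 5 of 15 for 2 mice against 1. With median-of-ratios scaling the log2 fold changes of Csf1r and Col3a1 were below 0.

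**Figure D2:**
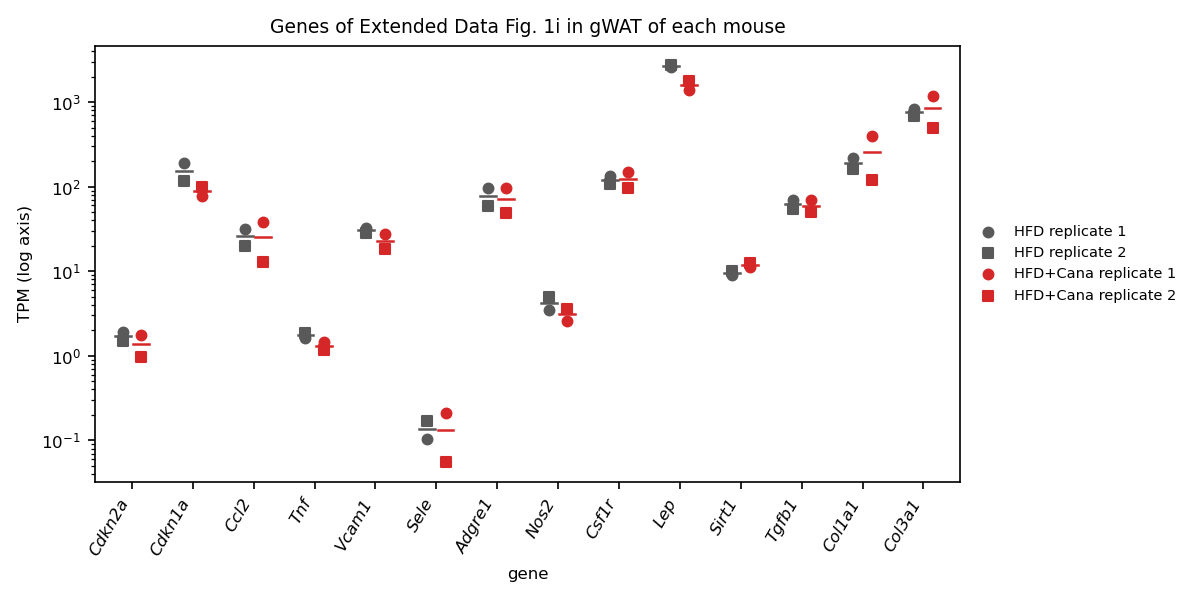
TPM on a log axis of 14 genes of Extended Data Fig. 1i in gWAT of each mouse, with HFD in grey and HFD+Cana in red, replicate 1 as circles, replicate 2 as squares and short lines at the group means (n = 2 mice per group). Lep, Cdkn1a, Vcam1 and Tnf are the 4 genes with both HFD+Cana mice below both HFD mice.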

**Extended Data Fig. 2:**
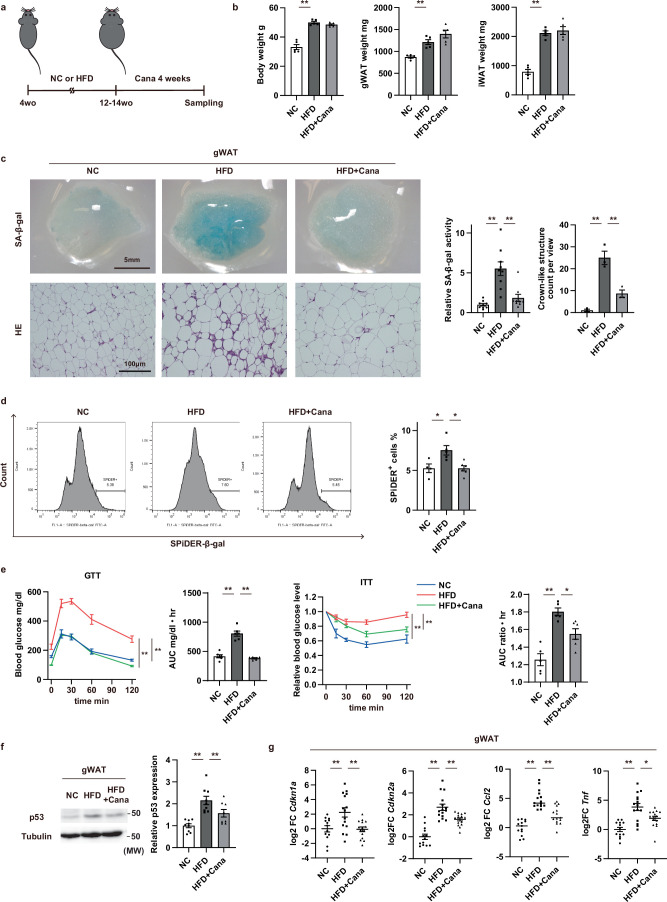
Effects of longer SGLT2 inhibition on senescent cells in visceral adipose tissue. **a**, Protocol of the experiments to test the senolytic effects of 4 weeks of treatment with canagliflozin (Cana). NC, normal chow; HFD, high-fat diet. **b**, Body weight and weight of gonadal white adipose tissue (gWAT) and inguinal WAT (iWAT) in mice fed NC or HFD with or without canagliflozin (n = 5 each). **c**, SA-β-gal activity (n = 9 each) and hematoxylin and eosin (HE) staining (n = 3 each) in gWAT of mice as prepared in Extended Data Fig. 2b. **d**, FACS analysis for SPiDERβ-gal + cells in gWAT of mice as prepared in Extended Data Fig. 2b (n = 4, 5, 6). **e**, Glucose tolerance test (n = 6 each) and insulin tolerance test (n = 5, 5, 6) of mice as prepared in Extended Data Fig. 2b. **f**, Western blot analysis for p53 in gWAT of mice as prepared in Extended Data Fig. 2b (n = 9, 9, 8 from 3 gels/blots processed in parallel). **g**, qPCR analysis for Cdkn1a, Cdkn2a, Tnf, and Ccl2 in gWAT of mice as prepared in Extended Data Fig. 2b (n = 13,15,15). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (b–g) or repeated measures analysis (e). *P < 0.05, **P < 0.01. Exact P-value: NC versus HFD: 0.0003 (Body weight), 0.0053 (gWAT weight) and < 0.0001 (iWAT weight), NC versus HFD+Cana: 0.001 (Body weight), 0.0002 (gWAT weight) and < 0.0001 (iWAT weight) (b); NC versus HFD: 0.0016 (SA-β-gal activity) and 0.0004 (Crown-like structure count), HFD versus HFD+Cana: 0.0071 (SA-β-gal activity) and 0.0031 (Crown-like structure count) (c); NC versus HFD: 0.0219, HFD versus HFD+Cana: 0.0119 (d); NC versus HFD: < 0.0001 (GTT-trend, ITT-trend, and ITT-AUC) and 0.0002 (GTT-AUC), HFD versus HFD+Cana: < 0.0001 (GTT-trend), 0.0002 (GTT-AUC), 0.0013 (ITT-trend) and 0.0228 (ITT-AUC) (e); NC versus HFD: < 0.0001, HFD versus HFD+Cana: 0.039 (f); NC versus HFD: 0.0228(Cdkn1a) and < 0.0001 (Cdkn2a, Ccl2, and Tnf), HFD versus HFD+Cana: 0.0122 (Cdkn1a), 0.0075 (Cdkn2a), < 0.0001 (Ccl2) and 0.013 (Tnf) (g). Data are shown as the mean ± SE in plots of all individual data (b–g) or as the mean ± SE in the spaghetti plot shown in Supplementary Fig. 1 (e). Gating strategy in FACS analysis was shown in Supplementary Fig. 3c (d). Source data

**Extended Data Fig. 3:**
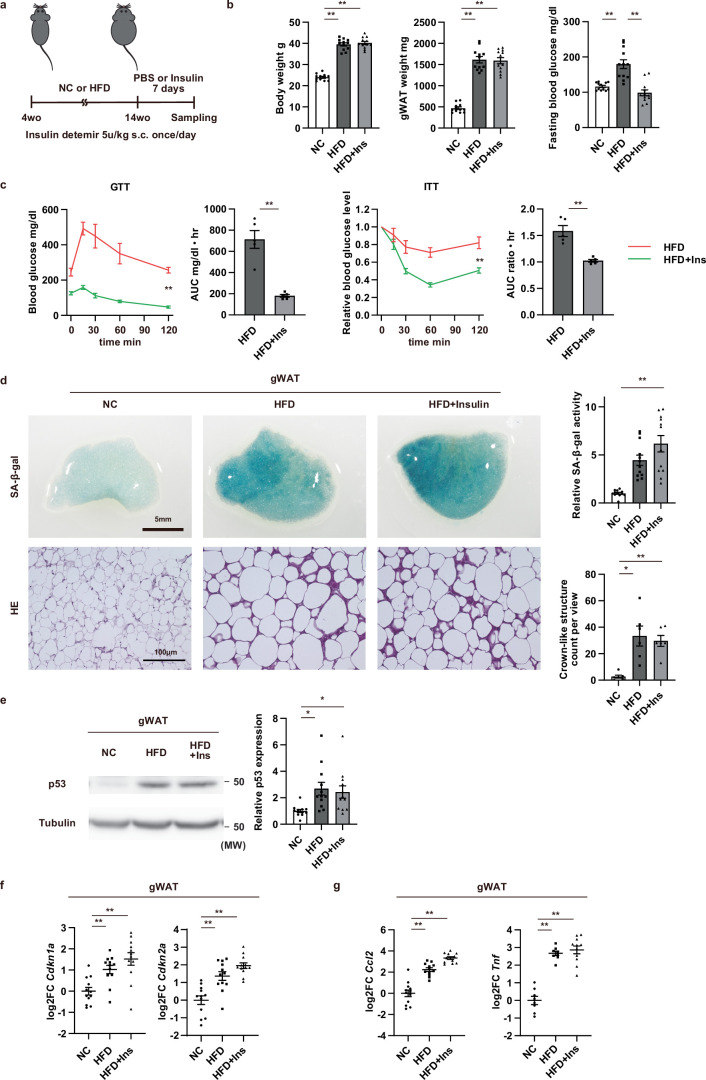
Effects of insulin treatment on senescent cells in visceral adipose tissue. **a**, Protocol of the experiments to test the senolytic effects of short-term treatment with insulin. NC, normal chow; HFD, high-fat diet. **b**, Body weight and gonadal white adipose tissue (gWAT) weight of mice fed NC or HFD with or without insulin (Ins) (n = 12 each). **c**, Glucose tolerance test and insulin tolerance test of mice as prepared in Extended Data Fig. 3b (n = 6 each). **d**, SA-β-gal activity (n = 12 each) and hematoxylin and eosin (HE) staining (n = 6 each) in gWAT of mice as prepared in Extended Data Fig. 3b. **e**, Western blot analysis for p53 in gWAT of mice as prepared in Extended Data Fig. 3b (n = 12 each from 4 gels/blots processed in parallel). **f**, qPCR analysis for Cdkn1a and Cdkn2a in gWAT of mice as prepared in Extended Data Fig. 3b (n = 12 each). **g**, qPCR analysis for Ccl2 and Tnf in gWAT of mice as prepared in Extended Data Fig. 3b (n = 12 each). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (b, d–g), repeated measures analysis (c), or two-tailed unpaired Student’s *t*-test (c). *P < 0.05, **P < 0.01. Exact P-value: NC versus HFD: < 0.0001 (Body weight and gWAT weight) and 0.0011 (Fasting blood glucose), NC versus HFD+Ins: < 0.0001 (Body weight and gWAT weight), HFD versus HFD+Ins: 0.0001 (Fasting blood glucose) (b); HFD versus HFD+Ins: < 0.0001 (GTT-trend and ITT-trend), 0.0029 (GTT-AUC) and 0.0044 (ITT-AUC) (c); NC versus HFD: 0.0001 (SA-β-gal activity) and 0.0262 (Crown-like structure count), NC versus HFD+Ins: 0.0003 (SA-β-gal activity) and 0.0022 (Crown-like structure count) (d); NC versus HFD: 0.0152, NC versus HFD+Ins: 0.033 (e); NC versus HFD: 0.0092 (Cdkn1a) and 0.0003 (Cdkn2a), NC versus HFD+Ins: 0.0001 (Cdkn1a) and < 0.0001 (Cdkn2a) (f); NC versus HFD: < 0.0001 (Ccl2 and Tnf), and NC versus HFD+Ins: < 0.0001 (Ccl2 and Tnf) (g). Data are shown as the mean ± SE in plots of all individual data (b–g) or as the mean ± SE in the spaghetti plot shown in Supplementary Fig. 1 (c). Source data

**Extended Data Fig. 4:**
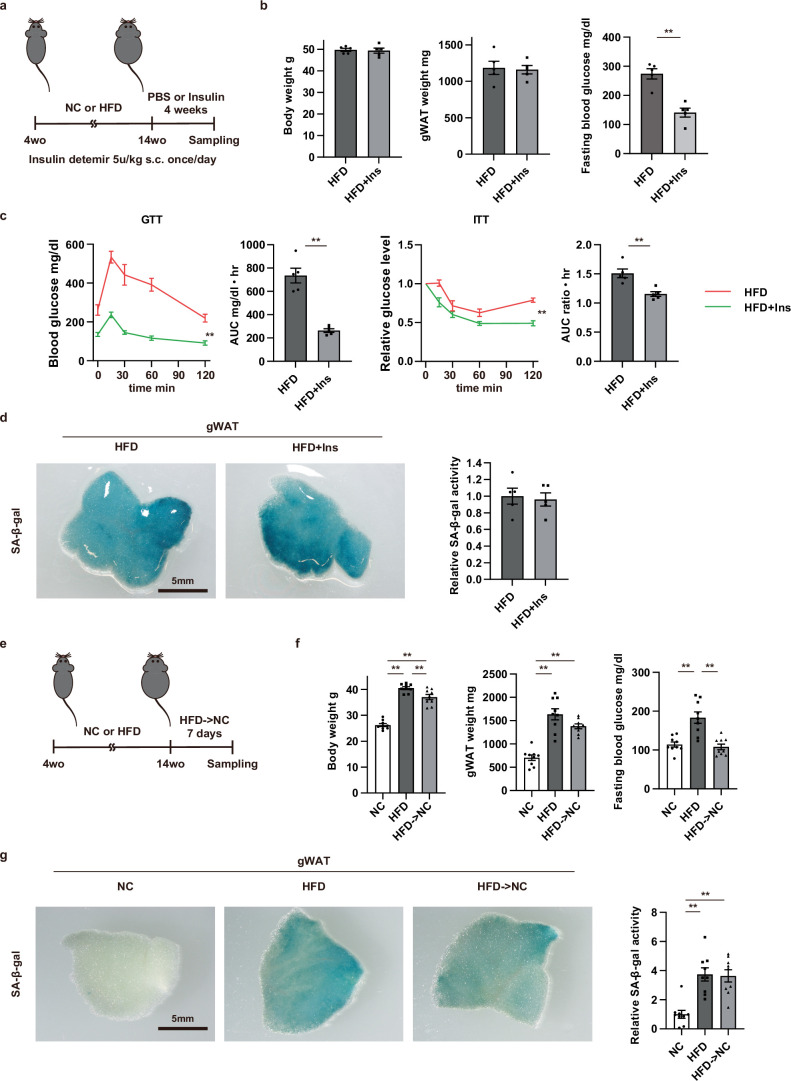
Effects of normalization of glucose metabolism on senescent cells in visceral adipose tissue. **a**, Protocol of the experiments to test the senolytic effects of 4 weeks of treatment with insulin. NC, normal chow; HFD, high-fat diet. **b**, Body weight, gonadal white adipose tissue (gWAT) weight, and fasting blood glucose of mice fed NC or HFD with or without insulin (Ins) (n = 5 each). **c**, Glucose tolerance test and insulin tolerance test in mice as prepared in Extended Data Fig. 4b (n = 5 each). **d**, SA-β-gal activity in gWAT of mice as prepared in Extended Data Fig. 4b (n = 5 each). **e**, Protocol of the experiments to test the senolytic effects of returning to NC after receiving HFD. NC, normal chow; HFD, high-fat diet. **f**, Body weight, gWAT weight, and fasting blood glucose of mice prepared according to the protocol shown in Extended Data Fig. 4e (n = 9 each). **g**, SA-β-gal activity in gWAT of mice as prepared in Extended Data Fig. 4f (n = 9 each). Data were analyzed by two-tailed unpaired Student’s *t*-test (b–d) or two-way ANOVA followed by Tukey’s multiple comparison test (for equal variance) or Dunnett’s multiple comparison test (for unequal variance) (f, g) or repeated measures analysis (c). *P < 0.05, **P < 0.01. Exact P-value: HFD versus HFD+Ins: 0.0005 (Fasting blood glucose) (b); HFD versus HFD+Ins: < 0.0001 (GTT-trend), 0.0029 (GTT-AUC), 0.0009 (ITT-trend) and 0.0058 (ITT-AUC) (c); NC versus HFD: < 0.0001 (Body weight and gWAT weight) and 0.0002 (Fasting blood glucose), NC versus HFD- > NC: <0.0001 (Body weight and gWAT weight), HFD versus HFD- > NC: 0.0073 (Body weight) and < 0.0001 (Fasting blood glucose) (f); NC versus HFD: 0.0001, and NC versus HFD- > NC: 0.0002 (g). Data are shown as the mean ± SE in plots of all individual data (b–d, f, g) or as the mean ± SE in the spaghetti plot shown in Supplementary Fig. 1 (c). Source data

**Extended Data Fig. 5:**
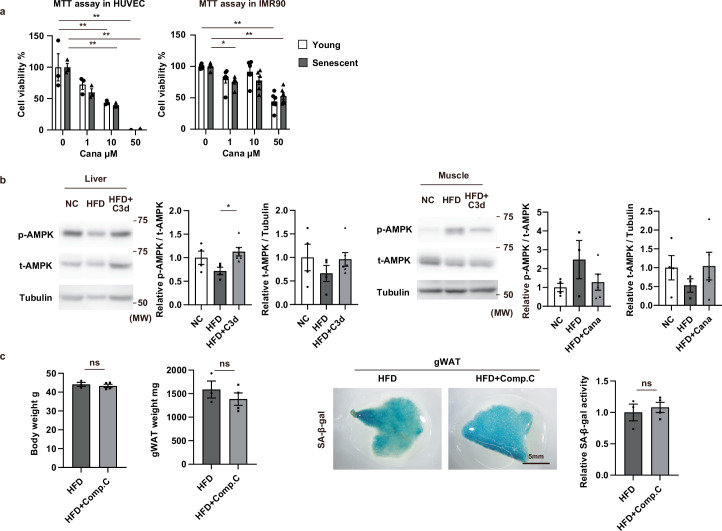
Potential mechanism of the senolytic effects of SGLT2 inhibition. **a**, MTT assay in human umbilical vein endothelial cells (HUVEC, young vs. replicative senescent cells, n = 3 each) or human fibroblasts (IMR90, young vs. irradiation-induced senescent cells, n = 6 each) treated with canagliflozin (Cana) for 48 hours. **b**, Western blot analysis for phospho-AMP-activated protein kinase (p-AMPK), AMPK, and tubulin in multiple organs of mice as prepared in Fig. 2a (Liver, n = 4, 4, 6 from 2 gels/blots processed in parallel; Muscle, n = 4, 3, 5 from 2 gels/blots processed in parallel). **c**, Body weight, gonadal white adipose tissue (gWAT) weight, and SA-β-gal activity in gWAT of HFD-fed mice after treatment with or without Comp C (n = 3, 4). Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (a, b) or two-tailed unpaired Student’s *t*-test (c). *P < 0.05; **P < 0.01; ns, not significant. Exact P-value: Young HUVEC: 0.0058 (0 μM versus 10 μM) and < 0.0001 (0 μM versus 50 μM), Senescent HUVEC: 0.0032 (0 μM versus 10 μM) and < 0.0001 (0 μM versus 50 μM), Young IMR90: < 0.0001 (0 μM versus 50 μM), and Senescent IMR90: 0.035 (0 μM versus 1 μM) and < 0.0001 (0 μM versus 50 μM) (a); HFD versus HFD+C3d: 0.0408 (Liver-pAMPK/tAMPK) (b); HFD versus HFD+Comp.C: 0.5899 (Body weight) and 0.3911 (gWAT weight) (c). Data are shown as the mean ± SE in plots of all individual data (a–c). Source data

**Extended Data Fig. 6:**
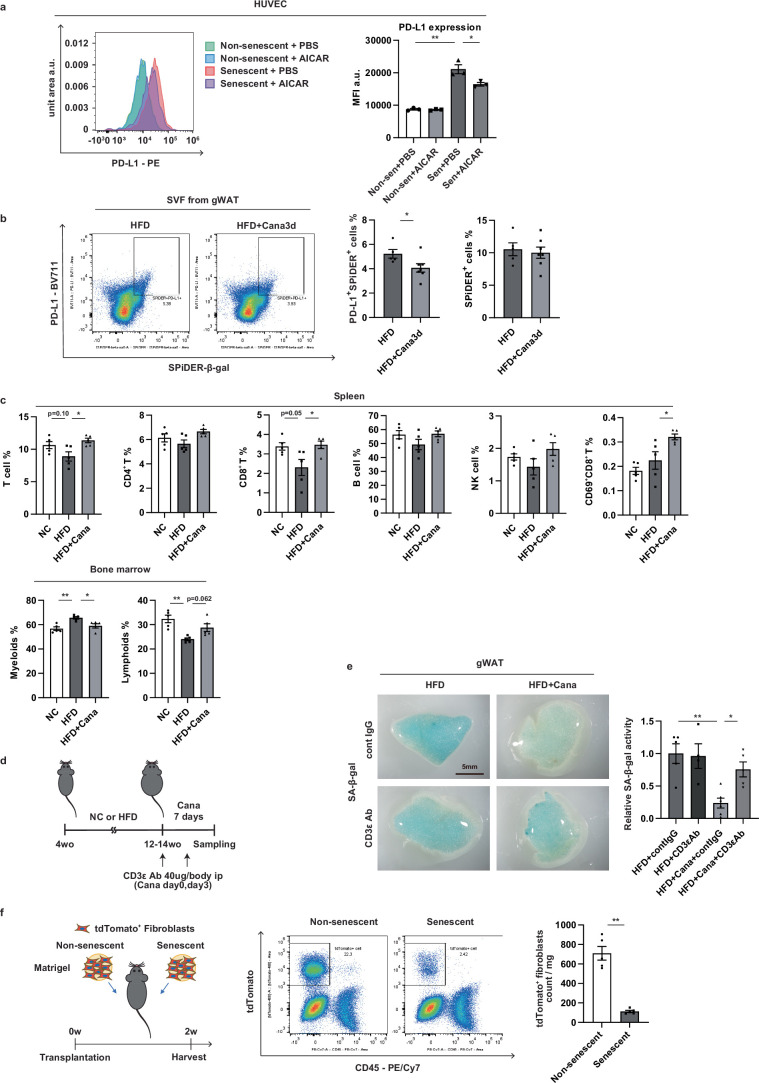
SGLT2 inhibition affects PD-L1 expression by senescent cells. **a**, FACS analysis for PD-L1 expression in irradiation-induced senescent HUVEC after 6 hours of AICAR treatment (n = 3 each). **b**, FACS analysis for PD-L1+ SPiDERβ-gal+ cells in stromal vascular fraction (SVF) obtained from gonadal white adipose tissue (gWAT) of high-fat diet (HFD) with or without canagliflozin (Cana) (n = 5, 7) on day 3. **c**, FACS analysis for immune cells in spleen and bone marrow of mice as prepared in Fig. 3a (n = 5 each). **d**, Protocol of the experiments to test the effects of CD3-neutralizung antibody on the senolytic effects of canagliflozin. NC, normal chow; HFD, high-fat diet. **e**, SA-β-gal activity in gWAT of mice as prepared in Extended Data Fig. 6d (n = 5, 4, 6, 5). **f**, FACS analysis of Matrigel transplantation model containing senescent fibroblasts (IR+) or non-senescent fibroblasts (IR–) (n = 5 each). IR, irradiation. Data were analyzed by two-way ANOVA followed by Tukey’s multiple comparison test (a, c, e) or two-tailed unpaired Student’s *t*-test (b, f). *P < 0.05, **P < 0.01. Exact P-value: Non-senescent+PBS versus Senescent+PBS: 0.0001, Senescent+PBS versus Senescent+AICAR: 0.0223 (a); HFD versus HFD+Cana3d: 0.0462 (PD-L1+ SPiDER+ cell) (b); NC versus HFD: 0.1075 (Spleen-T cell), 0.0503 (Spleen-CD8+ T cell), 0.0039 (BM-Myeloid) and 0.002 (BM-Lymphoid), HFD versus HFD+Cana: 0.0219 (T cell), 0.0345 (CD8+ T cell), 0.0328 (CD69+CD8+ T cell), 0.0433 (BM-Myeloid) and 0.062 (BM-Lymphoid) (c); HFD+contIgG versus HFD+Cana+contIgG: 0.0024, HFD+Cana+contIgG versus HFD+Cana+CD3εAb: 0.0405 (e); and Non-senescent versus Senescent: < 0.0001 (f). Data are shown as the mean ± SE in plots of all individual data (a–c, e, f). Gating strategy in FACS analysis was shown in Supplementary Fig. 3a (b), d (f), e (a), f (c), and g (c). Source data

## Data Availability

Gene expression data for RNA sequencing in mouse gWAT are available through the Gene Expression Omnibus database (GSE252539). Source data are provided with this paper. Other data supporting the conclusions of the study are available from the corresponding author upon request.

# Supplementary material for: SGLT2 inhibition eliminates senescent cells and alleviates pathological aging
**Source:** Nat Aging. 2024 May 30;4(7):926–38. doi: 10.1038/s43587-024-00642-y
**Supplement:** Supplementary file 1 — Supplementary Figs. 1–3 and Note 1.

SGLT2 inhibition eliminates senescent cells and alleviates pathological aging

---

In the format provided by the
authors and unedited

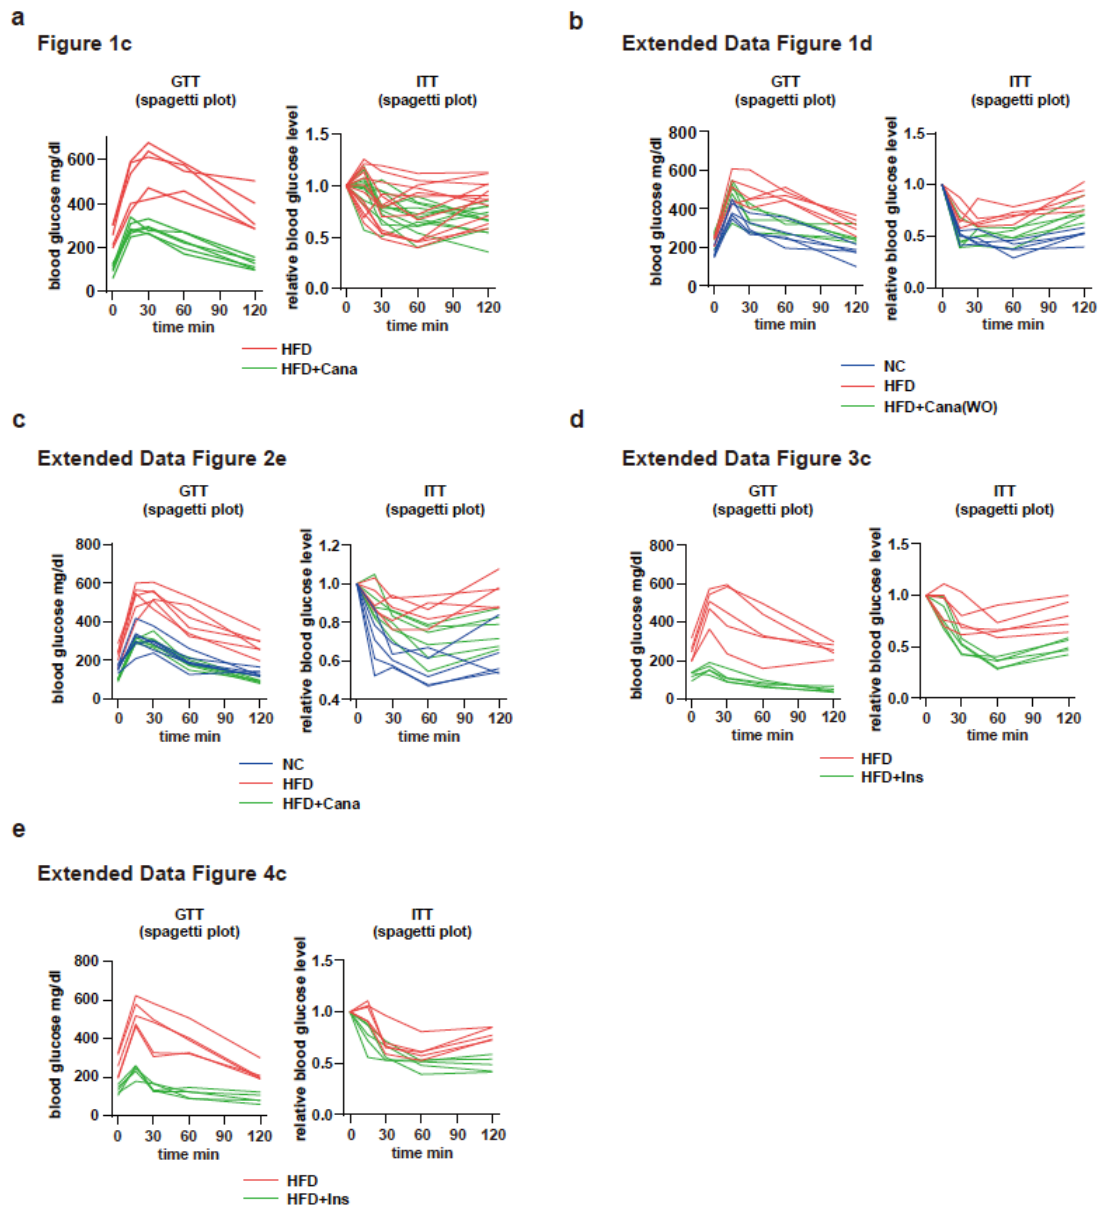

Supplementary Figure 1: The spaghetti plot of glucose tolerance test and insulin tolerance test.

a, Glucose tolerance test (GTT, $n = 5, 6$) and insulin tolerance test (ITT, $n=12$ each) in mice as prepared in Fig. 1c. **b**, GTT ($n = 5, 6$) and ITT ($n = 12$ each) in mice as prepared in Extended Data Fig. 1d. **c**, GTT ($n = 6$ each) and ITT ($n = 5, 5, 6$) in mice as prepared in Extended Data Fig. 2e. **d**, GTT and ITT in mice as prepared in Extended Data Fig. 3c ($n = 6$ each). **e**, GTT and ITT in mice as prepared in Extended Data Fig. 4c ($n = 5$ each).

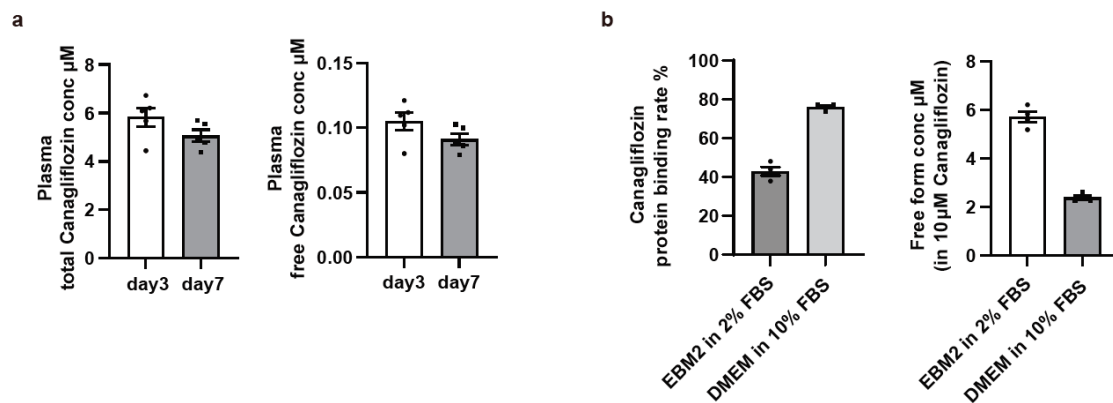

Supplementary Figure 2: Pharmacokinetics of canagliflozin.

a, 0.03 w/w% canagliflozin was administered to mice by mixed feeding, and plasma concentrations were measured on day 3 and day 7 ($n = 5$). Concentrations of free-form canagliflozin are shown in the right graph. **b**, The protein binding rate of canagliflozin was measured under 2% and 10% FBS culture conditions ($n = 4$). Concentrations of free-form canagliflozin are shown in the right graph. Data are shown as the mean $\pm$ SE in plots of all individual data

a

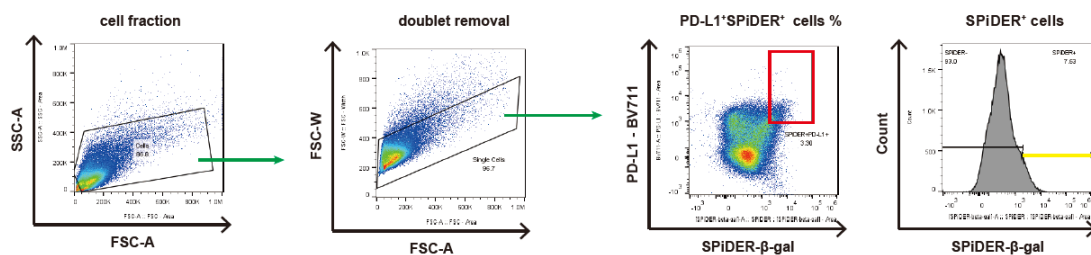

b

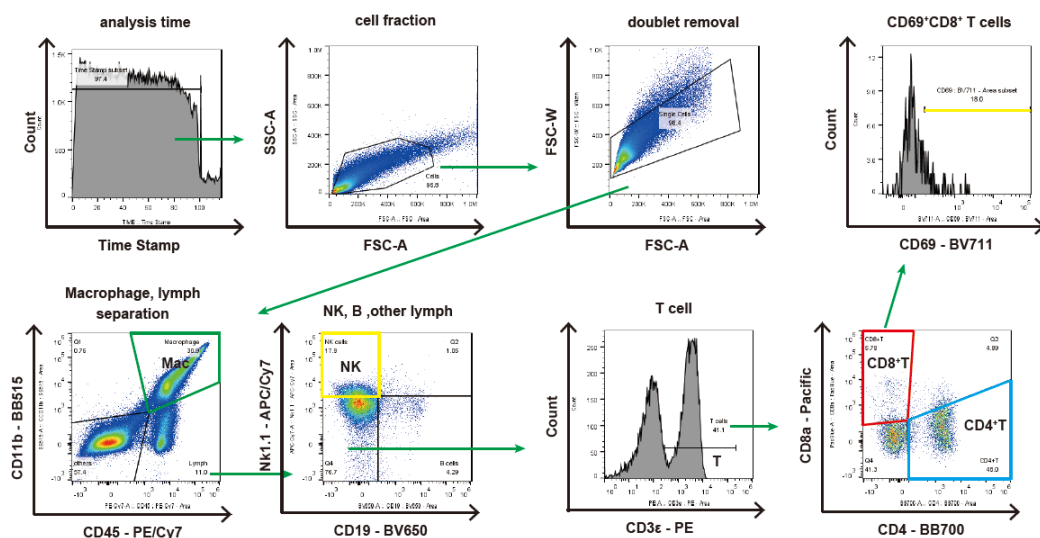

c

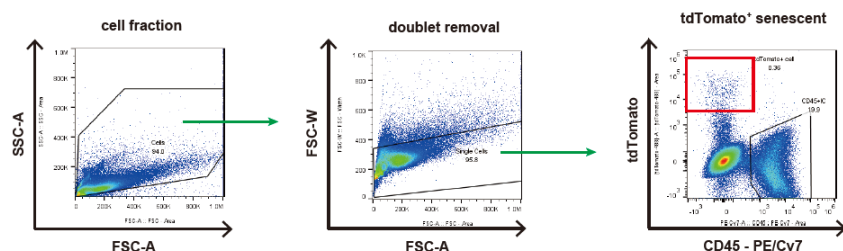

d

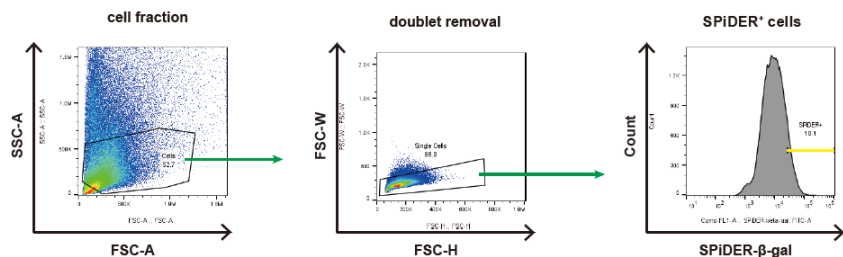

e

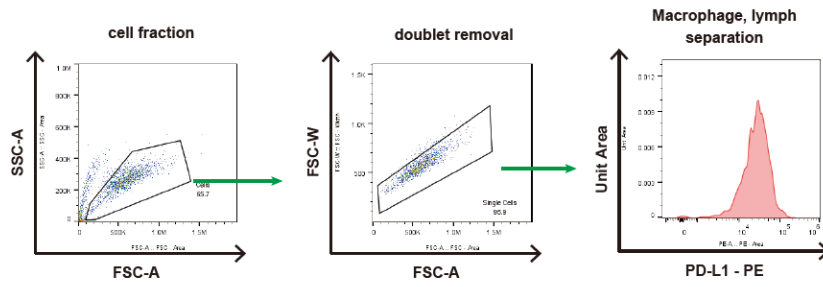

f

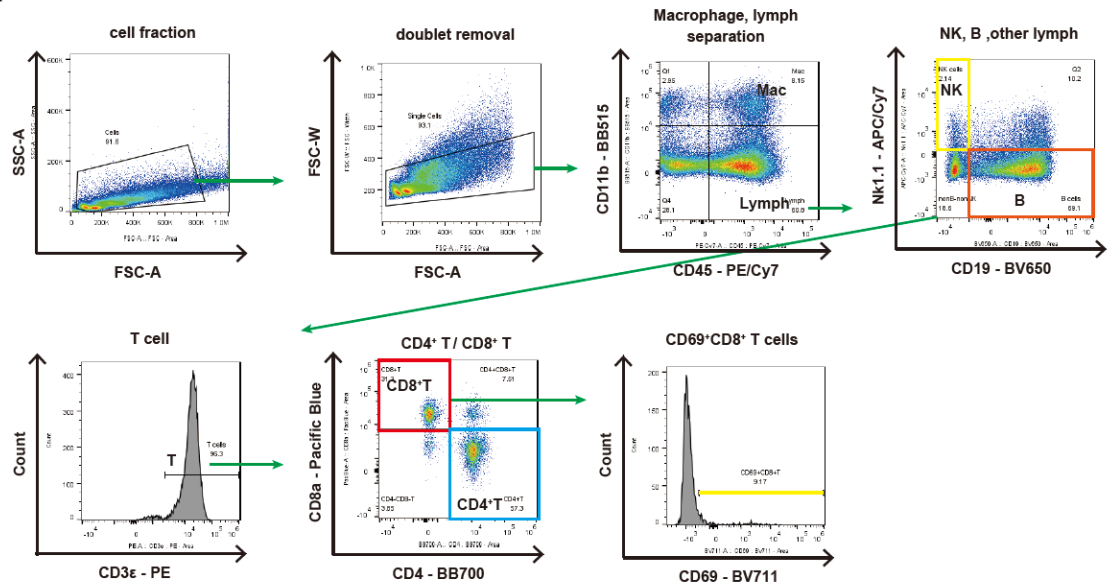

g

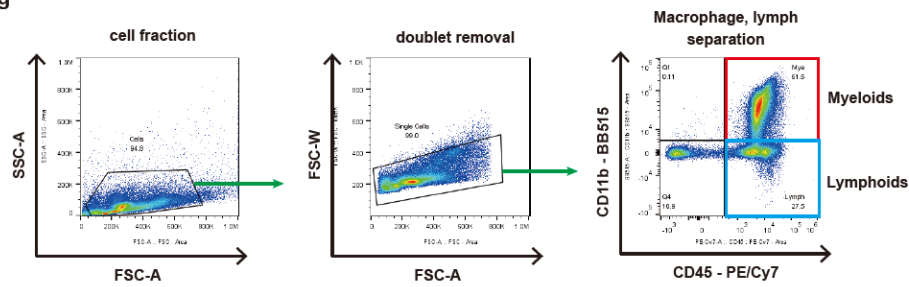

Supplementary Figure 3 : Strategy for FACS analyses.

a, Gating strategy for Figure 3a, c, d, and Extended Data Figure 6b (gWAT). **b**, Gating strategy for Figure 3b (gWAT). **c**, Gating strategy for Figure 3e, and Extended Data Figure 6f (gWAT). **d**, Gating strategy for Figure 4f (Aorta), and Extended Data Figure 2d (gWAT). **e**, Gating strategy for Extended Data Figure 6a (HUVEC). **f**, Gating strategy for Extended Data Figure 6c (Spleen). **g**, Gating strategy for Extended Data Figure 6c (Bone marrow). Isolated cells from the SVF fraction in gWAT, aorta, spleen, or bone marrow were subjected to FACS analysis for SPiDER- β -gal or cell surface makers. The number of SPiDER⁺ senescent cells, PD-L1⁺SPiDER⁺ cells, macrophages (CD45⁺ CD11b⁺), T cells (CD45⁺ CD11b⁻ CD3 ϵ ⁺), CD4⁺ T cells (CD45⁺ CD11b⁻ CD3 ϵ ⁺ CD4⁺), CD8⁺ T cells (CD45⁺ CD11b⁻ CD3 ϵ ⁺ CD8a⁺), activated CD8⁺ T cells (CD45⁺ CD11b⁻ CD3 ϵ ⁺ CD8a⁺ CD69⁺), B cells (CD45⁺ CD11b⁻ CD19⁺) and NK cells (CD45⁺ CD11b⁻ NK1.1⁺) was examined. For bone marrow derived cells, the number of myeloid cells (CD45⁺ CD11b⁺), lymphoid cells (CD45⁺ CD11b⁻) was examined. In HUVECs, mean fluorescent intensity from PD-L1 antibody was measured.

Supplementary note 1

Although Jenkins et al. recently showed that canagliflozin has a direct inhibitory effect on T-cell activation in culture, the concentration they used (10 μM) was well above the physiological concentration (~ 1 μM), and its effect was not physiological. The rationale for assuming that the physiological concentration of canagliflozin is less than 1 μM is as follows:

- When canagliflozin (0.03 w/w%) is administered to mice by mixed feeding, the plasma concentration on day 7 is approximately 5.06 μM (Supplementary Figure 2a); however, the plasma concentration of the free form is approximately 91.1 nM because the plasma protein binding of canagliflozin is 98.2% (https://www.accessdata.fda.gov/drugsatfda_docs/nda/2013/204042Orig1s000TOC.cfm).
- When 100 mg of canagliflozin is administered repeatedly to patients with type 2 diabetes for 16 days, the maximum plasma concentration is 2.56 μM and the concentration of unbound canagliflozin is 43.4 nM (Iijima H et al. Adv Ther. 2015; 32: 768-82).
- In contrast, under 10% FBS culture conditions, the protein binding of canagliflozin is estimated to be approximately 76.1% (Supplementary Fig. 2b), resulting in a free plasma concentration of 2,390 nM at 10 μM , which is 25 to 50 times higher than the physiological concentration.

# Supplementary material for: SGLT2 inhibition eliminates senescent cells and alleviates pathological aging
**Source:** Nat Aging. 2024 May 30;4(7):926–38. doi: 10.1038/s43587-024-00642-y
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a	Confirmed
☐	☒ The exact sample size (<i>n</i>) for each experimental group/condition, given as a discrete number and unit of measurement
☐	☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
☐	☒ The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>
☒	☐ A description of all covariates tested
☒	☐ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
☐	☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
☐	☒ For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i>) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>
☒	☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
☒	☐ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
☒	☐ Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i>), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection	ID7000 software (version 1.1.0.11041, Sony) for FACS data acquisition<br>SH800S cell sorter software (version 2.1.6, Sony) for FACS data acquisition<br>Living Image software (version 4.5.5, Perkin Elmer) for luminescence signal acquisition.
Data analysis	nextflow software (version 23.10.0) for RNA-seq analysis<br>nf-core/rnaseq pipeline (version 3.12.0) for RNA-seq analysis<br>RStudio (version 2023.12.0+369) for heatmap creation from RNA-seq analysis data<br>R (version 4.3.2) for heatmap creation from RNA-seq analysis data<br>ImageJ (version 1.53a) for quantitative analysis of acquired pictures (Western blotting, SA-β-gal staining, HE staining and immuno-staining).<br>FlowJo (version 10.8.1, BD) for FACS analysis (gating)<br>Living Image software (version 4.5.5, Perkin Elmer) for IVIS data analysis<br>GraphPad Prism 9 software (version 9.3.1, MDF) for statistical analysis and graph creation.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Gene expression data for RNA sequencing in mouse gWAT are available through the Gene Expression Omnibus database (GSE252539). Other data supporting the conclusions of the study are available as source data files, or are available from the corresponding author upon request.

Human research participants

Policy information about [studies involving human research participants and Sex and Gender in Research](#).

Reporting on sex and gender

Population characteristics

Recruitment

Ethics oversight

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

Data exclusions

Replication

Randomization

Blinding

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☐	☒ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

[1st Antibodies]

Fcy blocker(Rat Anti-Mouse CD16/CD32 antibody) antibody: used in FACS (1:100), Clone 2.4G2, C/N 553141, BD, Lot 0148675
 BV421-conjugated anti-mouse CD31 antibody: used in FACS (1:100), Clone 390, C/N 102424, BioLegend, Lot B347937
 PE/Cy7-conjugated anti-mouse CD45 antibody: used in FACS (1:100), Clone 30-F11, C/N 103114, BioLegend, Lot B308464
 BB515-conjugated anti-mouse Cd11b antibody: used in FACS (1:100), Clone M1/70, C/N 564454, BD, Lot 0184624
 BB700-conjugated anti-mouse Cd11b antibody: used in FACS (1:100), Clone M1/70, C/N 566416, BD, Lot 1350969
 PE-conjugated anti-mouse CD3e antibody: used in FACS (1:100), Clone 145-2C11, C/N 100302, BioLegend, Lot B346465
 APC/Cy7-conjugated anti-mouse Nk1.1 antibody: used in FACS (1:100), Clone PK136, C/N 108724, BioLegend, Lot B344744
 BV650-conjugated anti-mouse CD19 antibody: used in FACS (1:100), clone 6D5, C/N 115541, BioLegend, Lot B347917
 BB700-conjugated anti-mouse Cd4 antibody: used in FACS (1:100), Clone RM4.5, C/N 566407, BD, Lot 1288744
 Pacific Blue-conjugated anti-mouse CD8a antibody: used in FACS (1:100), Clone 53-6.7, C/N 100725, BioLegend, Lot B340544
 BV711-conjugated anti-mouse CD274(Pd-I1) antibody: used in FACS (1:100), Clone 10F.9G2, C/N 124319, BioLegend, Lot B344019
 PE-conjugated anti-human CD274(PD-L1) antibody: used in FACS (1:100), Clone 29E.2A3, C/N 329706, BioLegend, Lot B366030
 BV711-conjugated anti-mouse CD69 antibody: used in FACS (1:100), clone H1.2F3, C/N 104537, BioLegend, Lot B350675
 anti-p53 antibody: used in western blotting (1:1000), Clone 1C12, C/N 2524, Cell Signaling, Lot 13
 anti-p53 antibody: used in western blotting (1:1000) and immuno-staining (1:25), Clone CM5, C/N NCL-L-p53-CM5p, Leica, Lot 609638
 anti-phpspho-AMPKα antibody: used in western blotting (1:1000), Clone 40H9, C/N 2535, Cell Signaling, Lot 8
 anti-AMPKα antibody: used in western blotting (1:1000), Clone D5A2, C/N 5831, Cell Signaling, Lot 21
 anti-αTubulin antibody: used in western blotting (1:5000), Clone 11H10, C/N 2125, Cell Signaling, Lot 11
 Ultra-LEAF™ Armenian Hamster anti-CD3e antibody: used for T-cell depletion (40μg per body), C/N 100360, BioLegend, Lot B315767
 Ultra-LEAF™ Armenian Hamster isotype control IgG: used for negative control (40μg per body), C/N 400960, BioLegend, Lot B291372

[2nd antibodies]

Peroxidase AffiniPure Goat Anti-Rabbit IgG (H+L): used in western blotting (1:5000), C/N 111-035-003, Jackson ImmunoResearch Lot 150783
 Peroxidase AffiniPure Goat Anti-mouse IgG (Light chain specific): used in western blotting (1:5000), C/N 111-035-174, Jackson ImmunoResearch, Lot 152548
 Biotin-SP (long spacer) AffiniPure™ Donkey Anti-Rabbit IgG (H+L): used in immuno-staining(1:25), C/N 711-065-152, Jackson ImmunoResearch, Lot 133152

Validation

Fcy blocker(553141, BD): Detected mouse CD16/31(Fcy receptor) in FACS stated on the manufacturer's website.
 BV421-conjugated anti-mouse CD31 antibody (102424, BioLegend): detected mouse CD31 in FACS stated on the manufacturer's website.
 PE/Cy7-conjugated anti-mouse CD45 antibody (103114, BioLegend): detected mouse CD45 in FACS stated on the manufacturer's website.
 BB515-conjugated anti-mouse Cd11b antibody (564454, BD): detected mouse CD11b in FACS stated on the manufacturer's website.
 BB700-conjugated anti-mouse Cd11b antibody (566416, BD): detected mouse CD11b in FACS stated on the manufacturer's website.
 PE-conjugated anti-mouse CD3e antibody (100302, BioLegend): detected mouse CD3e in FACS stated on the manufacturer's website.
 APC/Cy7-conjugated anti-mouse Nk1.1 antibody (108724, BioLegend): detected mouse Nk1.1 in FACS stated on the manufacturer's website.
 BV650-conjugated anti-mouse CD19 antibody (115541, BioLegend): detected mouse CD19 in FACS stated on the manufacturer's website.
 BB700-conjugated anti-mouse CD4 antibody(566407, BD): detected mouse CD4 in FACS stated on the manufacturer's website.
 Pacific Blue-conjugated anti-mouse CD8a antibody(100725, BioLegend): detected mouse CD8a in FACS stated on the manufacturer's website.
 BV711-conjugated anti-mouse CD274(Pd-I1) antibody(124319, BioLegend): detected mouse Pd-I1 in FACS stated on the manufacturer's website.
 PE-conjugated anti-human CD274(PD-L1) antibody (329706, BioLegend): detected human PD-L1 in FACS stated on the manufacturer's website.
 BV711-conjugated anti-mouse CD69 antibody (, BioLegend): detected mouse CD69 in FACS stated on the manufacturer's website.
 anti-p53 antibody (2524, Cell Signaling): detected mouse p53 in western blotting stated on the manufacturer's website.
 anti-p53 antibody (NCL-L-p53-CM5p, Leica): validated to detect mouse p53 in mouse fibroblast cellline(3T3L1) with p53 overexpression.
 anti-phpspho-AMPKα antibody (2535, Cell Signaling): detected mouse phpspho-AMPKα in western blotting stated on the manufacturer's website.
 anti-AMPKα antibody (5831, Cell Signaling): detected mouse phpspho-AMPKα in western blotting stated on the manufacturer's website.
 anti-αTubulin antibody (2125, Cell Signaling): detected mouse phpspho-AMPKα in western blotting stated on the manufacturer's website.

website.

Ultra-LEAF™ Armenian Hamster anti-CD3ε antibody (100360, BioLegend): measured cell population in mouse blood and white adipose tissue and confirmed decrease of T-cell fraction in FACS.

Ultra-LEAF™ Armenian Hamster isotype control IgG (400960, BioLegend): measured cell population in mouse blood and white adipose tissue in FACS.

Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

Cell line source(s)	Mouse ear-fibroblast: obtained from ear skin tissues of wild-type or CAG-tdTomato mice (C57BL/6 strain) at 4-week-old.<br>Human umbilical vein endothelial cell (HUVEC): purchased from Lonza (C/N cc-2517, Lot 0000439577).<br>IMR90 (Human fetal lung fibroblast): purchased from KAC (C/N EC85020204-F0, Lot 14F012).
Authentication	Mouse ear-fibroblast: verified by qPCR to detect mouse Rplp0 mRNA.<br>HUVEC: verified by qPCR and immunostaining of human CD31, and tube formation assays done by Lonza.<br>IMR90: verified by qPCR to detect human RPLP0 mRNA.
Mycoplasma contamination	Mouse ear-fibroblast: not tested.<br>HUVEC: certified to be mycoplasma-negative by Lonza.<br>IMR90: certified to be mycoplasma-negative by the distributor; European Collection of Cell Cultures.
Commonly misidentified lines<br>(See ICLAC register)	None.

Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

Laboratory animals	C57BL/6 mice were purchased from SLC Japan (Shizuoka, Japan).<br>ApoE KO mice (C57BL/6 background) were obtained from the Jackson Laboratory.<br>Zmpste24-deficient mice were obtained from the Jackson Laboratory (MGI: 2158363).<br>p19Arf-DTR-luciferase mice (C57BL/6 background) were obtained from Sugimoto M.<br>CAG-tdTomato mouse (C57BL/6 background) were obtained from Abe M and their colleague.<br><br>Mice were maintained in pathogen-free facility at 20-26°C, 40-60% humidity, under 12-hour light and 12-hour dark regimen. Mice were imposed on a high fat diet (HFD32, CLEA Japan) or normal chow (CE-2, CLEA Japan or CRF-1, Oriental East Japan) from 4 to 16 weeks old, unless otherwise described in the figure legends. ApoE KO mice (C57BL/6 background) were obtained from the Jackson Laboratory and imposed to western diet (F2HFD1, Oriental Yeast, Japan) from 4 to 18 weeks old.
Wild animals	no wild animals were used in the study.
Reporting on sex	All mouse experiments except lifespan measurement in Zmpste 24-deficient mice were analyzed only in male mice.
Field-collected samples	No field collected samples were used in the study.
Ethics oversight	All of the animal experiments were conducted in compliance with the protocol reviewed by the Institutional Animal Care and Use Committee of Niigata University or Juntendo University and approved by their Presidents.

Note that full information on the approval of the study protocol must also be provided in the manuscript.

Flow Cytometry

Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

Methodology

Sample preparation	White adipose tissue, Aorta, matrigel, fibroblast from ears were excised, minced and digested with digesting solution (2mg/ml collagenase type II (Worthington), and 1mM calcium chloride (CaCl ₂) in phosphate-buffered saline (PBS)) for 20~30 minutes at 37 °C. Mouse spleen and bone marrow were excised, and their cell aggregation were mashed gently in PBS. Cell suspension was subsequently filtered through a nylon mesh (40µm), and red blood cell lysis was achieved with an ammonium chloride-based lysing buffer (Pharm Lyse, 555899, BD). Cultured HUVECs were detached and collected from cell-culture

dishes by incubation in 0.05% Trypsin - ethylenediamine tetraacetic acid (EDTA) solution at 37°C for 3 minutes. Cells were resuspended in PBS supplemented with 1% fetal bovine serum (FBS) and 5mM EDTA for FACS analysis, or in DMEM containing 10% FBS and 1% PS for cell culture.

Instrument

Data collection was performed by a spectral cell analyzer ID7000 (Sony) or a cell sorter SH800S (Sony).

Software

Data were collected and analyzed with ID7000 software (version 1.1.0.11041, Sony) or SH800S cell sorter software (version 2.1.6, Sony), and FlowJo (version 10.8.1, BD)

Cell population abundance

Immune cell fractions: calculated as percentage per total cell number in SVF from gWAT, spleen and bone marrow.
SPiDER-β-gal+ and/or Pd-l1+ cell fractions: calculated as percentage per total cell number in SVF from gWAT and aorta.
tdTomato+ ear-fibroblasts in Matrigel: calculated as cell counts per Matrigel weight (per mg).
PD-L1 / Pd-l1 abundance in HUVECs : calculated geometrical mean fluorescent intensity of PD-L1 or Pd-l1 antibodies.

Gating strategy

Isolated cells from the SVF fraction in gWAT, aorta, spleen, or bone marrow were subjected to FACS analysis for SPiDER-β-gal or cell surface makers. The number of SPiDER+ senescent cells, PD-L1+SPiDER+ cells, macrophages (CD45+ CD11b+), T cells (CD45+ CD11b- CD3ε+), CD4+ T cells (CD45+ CD11b- CD3ε+ CD4+), CD8+ T cells (CD45+ CD11b- CD3ε+ CD8a+), activated CD8+ T cells (CD45+ CD11b- CD3ε+ CD8a+ CD69+), B cells (CD45+ CD11b- CD19+) and NK cells (CD45+ CD11b- NK1.1+) was examined. For bone marrow derived cells, the number of myeloid cells (CD45+ CD11b+), lymphoid cells (CD45+ CD11b-) was examined. In HUVECs, mean fluorescent intensity from PD-L1 antibody was measured.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

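RNA of gWAT from 2 HFD and 2 HFD+Cana mice was measured by RNA sequencing. The authors processed the reads with nf-core/rnaseq version 3.12.0 in its default setting on nextflow version 23.10.0 and deposited TPM per gene as estimated by Salmon. In this unit the estimated reads of a gene are divided by the effective length of its transcripts and scaled to a total of 1000000 per sample, and each of the 4 deposited columns has that total. The submitters' processing notes name GRCm38, mm10 and R 4.3.2, and the release of the gene annotation is not given in the sources used here. Samples were assigned to groups by the sample labels and the legend and source data of Extended Data Fig. 1i, and the 4 columns of the table carry the samples' names. The statistics section of the paper names a two-sided Student's test for any comparison of 2 groups and no method for sequencing data. The legend's list of tests leaves this panel out.

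The table holds 45706 genes, of which 45143 gene IDs were found in GENCODE release M21 (GRCm38), which gave gene names and positions. The names of 27 genes that had been turned into dates were restored by their IDs. TPM keeps no depth, so no counting interval or floor was computed, and the precision of single values is known only from the spread between 2 mice per group. Genes with a mean of at least 1 TPM over the 4 samples (13788) were kept, and log2(TPM + 1) was fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with trend) with the group as the only term. P-values were adjusted by Benjamini-Hochberg over these genes and compared with 0.05. A total of 36 gene lists (cell types of the fat pad and of tissues beside it, senescence and SASP genes, immune, metabolic and stress pathways) was written before the data were examined. Of these, 34 had at least 5 measured members and were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists. Epididymis and sex genes had too few measured members. The model was tested on simulated data with the real means, a spread set by expression level alone and 2 samples per group over 13788 genes. It recovered 64 of 66 genes changed by 1 on the log2 scale, 67 of 67 changed by 2 and 67 of 67 changed by 4, with 10 false calls. The changed genes were drawn among those with a mean log2(TPM + 1) of at least 1. Real genes of the same level also differ in spread, which the simulation left out. Its recovery therefore overstates how well single genes are found in the data. There the mesothelial list had a median log2 fold change of 1.85, and 0 of its 13 genes passed over all genes in limma. A gene that did not pass is not shown to be unchanged. Of 36 simulated lists the shifted one and 0 of 35 unshifted ones were called. Genes were simulated independently, so members of a list had no correlation. In the data its estimate ran from -0.045 for the circadian clock to 0.9995 for red blood cells. The simulation therefore cannot show how often camera calls unshifted lists of correlated genes.

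The genes named were set by a rule written before the data were examined: every gene of Extended Data Fig. 1i (whose z-scores had been seen in the paper's source data) and every gene that the paper measures by name, the 10 genes of largest change in each direction that passed (or, where fewer passed, those of smallest p with separated groups, said not to have passed), and the 4 members of smallest p of each list described. Some genes under this rule, 1 of them in the panel, are not reported here by name, and counts over the panel and the lists include them. Genes named outside this rule are said to be chosen after their values were seen. Z-scores were computed on linear TPM with the SD over n − 1. The alternatives, set before the data were examined, were pseudocounts of 0.1 and 5, no filter on low values, a mean of at least 5 TPM, quantile normalization, median-of-ratios scaling, TPM without genes of mitochondrial DNA, eBayes without trend and with its robust option, the replicate number as a block, leaving out each mouse in turn, camera with an estimated correlation, fry, and z-scores of log2(TPM + 1). No count test was run, because TPM are not counts. Python 3.11.15, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used for tables and plots.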

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

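The tests of liver-cell RNA and of reads shared between gene copies were set before the values of 30 further hepatocyte genes were looked at, and the other tests in this part were chosen after the results were seen.

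The 6 genes that passed in limma lie outside those that the paper discusses, had at most 1.17 TPM in an HFD mouse and were higher in both HFD+Cana mice. The log2 fold changes were 4.25 (standard error 0.20) for the fatty acid binding protein Fabp1, 3.89 (standard error 0.16) for the major urinary protein Mup20, 3.40 (standard error 0.18) for the apolipoprotein Apoa1, 3.37 (standard error 0.17) for the antitrypsin Serpina1e, 3.21 (standard error 0.17) for transthyretin and 2.42 (standard error 0.13) for the cytochrome P450 Cyp2f2, each with an adjusted p = 0.0385 from limma. Fabp1 had 0 and 0.0775 TPM in HFD and 15.8 and 22.0 TPM in HFD+Cana, Apoa1 had 0.620 and 1.17 TPM in HFD and 18.3 and 19.4 TPM in HFD+Cana, and Ttr was listed at 0 in both HFD mice with 7.55 and 9.06 TPM in HFD+Cana. Another split of the 4 mice into 2 and 2 gave at most 1 gene, but 3 splits are too few for a share under 0.05 (1 of the 3 splits, the real one, gave 6 genes or more). Without any 1 of the mice these calls were lost. The log2 fold changes then ranged from 4.02 to 4.47 for Fabp1, 3.78 to 3.99 for Mup20 and 3.19 to 3.62 for Apoa1. They ranged from 3.23 to 3.51 for Serpina1e, 3.10 to 3.33 for Ttr and 2.38 to 2.46 for Cyp2f2.

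Reads shared between the copies of the Mup and Serpina1 families are argued against, since the 30 further hepatocyte genes, none of which belongs to these families, had a median log2 ratio of HFD+Cana to HFD mean TPM of 4.76, with genes listed at 0 in HFD counted above the median. This ratio has no pseudocount and grows where HFD is near 0, so it cannot be set against the fold changes above. On log2(TPM + 1) the largest fold change of the further genes that were tested was 2.23. RNA of liver cells in the HFD+Cana samples is a candidate source: of these 30 genes, 24 (80%, exactly the share set for this test) were above both HFD mice in both HFD+Cana mice, where chance gives 16.7%. Of all 13788 genes tested in limma, 3354 were so. The 30 genes can vary together, so they are not separate trials. Albumin, the most abundant transcript of hepatocytes, had 3.00 and 5.38 TPM in HFD and 47.9 and 68.7 TPM in HFD+Cana, and the fibrinogen gene Fga had 0 and 0 TPM in HFD and 2.54 and 4.93 TPM in HFD+Cana; these and the genes named next were chosen after their values were seen. The 6 genes that overlapped were Serpina3k, Cyp2e1, Hpx, Itih3, Vtn and Fetub, and 7 of the 30 genes had a mean of at least 1 TPM in HFD and so are also listed in fat without the drug, such as Cyp2e1 with 778 and 1612 TPM in HFD and 1562 and 2478 TPM in HFD+Cana. Whether the source is carry-over at dissection or library preparation or an effect of canagliflozin itself cannot be told apart, because both HFD+Cana mice carry it and 2 mice against 2 allow no two-sided exact permutation p below 0.333.

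Mesothelial markers, which the paper does not discuss, had a median log2 fold change of 1.85 over 13 genes (adjusted p = 3.53e-12 from limma's camera, and adjusted p = 0.562 with an estimated correlation), for example Krt19 with 8.84 and 6.54 TPM in HFD and 40.6 and 47.5 TPM in HFD+Cana and Wt1 with 6.69 and 6.33 TPM in HFD and 18.9 and 16.4 TPM in HFD+Cana. A lower share of adipocytes would raise the markers of every other cell type alike and is argued against, since the highest median among the endothelial, macrophage and T cell lists was 0.044 (0.50 without HFD+Cana replicate 2, where the mesothelial median was 1.31), although progenitors and fibroblasts were at 0.39 and red blood cells at 1.60. Abundant epithelium of the epididymis is argued against too, since only 1 of its 18 genes in the table reached a mean of 1 TPM in HFD+Cana. That gene, Crisp1, had 0 and 0.0225 TPM in HFD and 4.00 and 0.523 TPM in HFD+Cana, so a trace of this epithelium stays open. The secretory genes of the epididymis cannot speak to mesothelium taken along with it. One source with the liver transcripts cannot be told apart from separate ones: within HFD+Cana the median log2 ratio of replicate 2 to replicate 1 differed by 0.069 between the gene groups, with interquartile ranges of 0.56 and 0.92 that are too wide to decide. The part of the fat pad that was taken and an effect of canagliflozin on the mesothelium stay open and were not tested.

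Transcripts of red blood cells, also outside the genes discussed, had a median log2 fold change of 1.60 over 5 genes (adjusted p = 0.0147 from camera, and adjusted p = 0.793 with an estimated correlation), with Hba-a1 at 439 and 1413 TPM in HFD and 3388 and 1679 TPM in HFD+Cana, and the median was 0.71 without HFD replicate 1 (call lost, adjusted p = 0.0869), 2.44 without HFD replicate 2 (adjusted p = 1.64e-04) and 1.03 without HFD+Cana replicate 1 (call lost, adjusted p = 0.0885). Transcripts of skeletal muscle had a median of -1.29 over 10 genes (adjusted p = 0.00173 from camera, and adjusted p = 0.711 with an estimated correlation), with Myh4 at 0.0220 and 8.07 TPM in HFD and 0.0212 and 0 TPM in HFD+Cana, and the median was -2.38 without HFD replicate 1 (adjusted p = 2.33e-16) and -0.33 without HFD replicate 2 (call lost, adjusted p = 0.243).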

How the results depend on the processing

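The count of genes higher in HFD+Cana (6) was 0 with a pseudocount of 0.1, 2 with a pseudocount of 5, 0 with no filter, 0 with a mean of at least 5 TPM, 0 with quantile normalization, 13 with eBayes without trend and 0 without any 1 mouse, and it stayed at 6, the same genes, with median-of-ratios scaling, without genes of mitochondrial DNA and with the robust option. The count of lower genes was 0 in each alternative. With the replicate number as a block, 2 genes were higher, none of them among the 6, and lists called higher went from 5 to 3 and lists called lower from 11 to 9, with adjusted p-values of 0.0618 for red blood cells, 0.0504 for ribosomal proteins, 0.0577 for adipocytes and 0.0601 for NK cells. The samples share only a number, which neither the paper nor the labels explain, and the correlation of deviations between same-numbered mice was 0.178. Lists called higher (5) and lower (11) were 0 and 0 with camera at an estimated correlation and 0 and 0 with fry, and without 1 mouse they ranged from 4 to 9 and from 8 to 13. With an estimated correlation camera uses the 2 residual degrees of freedom of the 4 mice and has little power. Calls were lost also where the estimate was below the preset 0.01. Examples are the circadian clock (-0.045, adjusted p = 0.562 from camera) and insulin signalling (-6.8e-04, adjusted p = 0.562 from camera). The loss therefore cannot be put down to correlation between genes alone. Of the 15 genes of Extended Data Fig. 1i, those with a lower mean in HFD+Cana (11) ranged from 6 to 14 without 1 mouse and those with separated lower groups (4) from 5 to 12, because fewer mice separate more easily. The share of z-scores with the sign of the source data (71.7%) was 70.0% on the log2 scale. Without 1 mouse this share ranged from 55.6% to 88.9%. There the z-scores were centred on the remaining mice and the paper's on all 4, so this range cannot show how the share depends on a mouse. Lists whose direction in camera turned had medians, for the extracellular matrix, 0.037 with quantile normalization, and for monocytes, dendritic cells and neutrophils -0.052 with no filter and -0.11 with the replicate block, for T cells -0.039 with quantile normalization, for AMPK and AICAR metabolism 0.013 with a mean of at least 5 TPM, for oxidative phosphorylation 0.02 with the same filter and 0.033 with quantile normalization, and for proliferation 0.052 with a pseudocount of 0.1 and 0.054 with no filter. With median-of-ratios scaling Csf1r was at -0.023 and Col3a1 at -0.0021. Without 1 mouse, medians of lists whose direction turned ranged from -0.019 to 0.28 for SASP factors, -0.32 to 0.50 for macrophages, -0.35 to 0.21 for lipid-associated macrophages, -0.26 to 0.33 for the extracellular matrix, -0.33 to 0.079 for monocytes, dendritic cells and neutrophils, -0.31 to -0.011 for the glucocorticoid and fasting response, -0.14 to 0.14 for the unfolded protein and amino acid response, -0.13 to 0.50 for B cells and plasma cells, -0.055 to 0.31 for the mitochondrial genome, -0.11 to 0.062 for oxidative stress, -0.042 to 0.10 for AMPK and AICAR metabolism, -0.094 to 0.26 for immune checkpoints, -0.059 to 0.043 for oxidative phosphorylation and -0.57 to 0.69 for proliferation. Log2 fold changes of genes that did so ranged from -0.46 to 0.035 for Cdkn2a, -0.92 to 0.59 for Ccl2, -0.63 to 0.35 for Adgre1, -0.33 to 0.33 for Csf1r, -0.31 to 0.14 for Tgfb1, -0.65 to 1.07 for Col1a1, -0.61 to 0.66 for Col3a1, -0.30 to 0.10 for Trp53, -0.20 to 4.5e-04 for Cd3e, -0.22 to 0.075 for Klrb1c, -0.077 to 0.77 for Itgam and -0.16 to 0.021 for Rplp0. Of 1144 values of 116 named genes under the other alternatives, 1105 kept their direction and their side of the threshold. Only 6 of these genes had passed, so most could hardly change sides and the share says little about the calls. A call was lost in 33 values, all of them of the 6 genes. The causes were not tested. No scaling moved the median of all genes by more than 0.1. The lone mouse of a group was assumed to vary like the other group, and TPM cannot show how far read depth limits genes of low expression.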

Differences from the paper's values

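The paper's source data give the z-scores of Extended Data Fig. 1i for 4 samples matched here by group and replicate number, and 43 of 60 z-scores computed here from the deposited TPM have the paper's sign (71.7%). The paper has 14 of 15 genes below 0 in HFD+Cana replicate 1 and the deposited TPM give 5, and 14 of 15 in HFD+Cana replicate 2, where the deposited TPM also give 14. A total of 24 z-scores differ in sign or by more than the SD between the replicates of their group. They are 5 in HFD replicate 1, 7 in HFD replicate 2, 11 in HFD+Cana replicate 1 and 1 in HFD+Cana replicate 2, and 23 of them are given below. This SD is a spread between mice and not an error of the recomputation, so the remaining z-scores are not shown to match. Adgre1 in HFD replicate 1, for example, is within this SD, with 1.44 in the paper and 0.83 from the deposited TPM. The alternatives set before the data were examined that can move a z-score were quantile normalization, median-of-ratios scaling, TPM without genes of mitochondrial DNA and z-scores of log2(TPM + 1), and where none is named below, the value differs under all 4. For Cdkn2a the paper's z-score was 0.314 in HFD replicate 2, where the deposited TPM give -0.081, and -0.238 in HFD+Cana replicate 1, where they give 0.55. Of the alternatives, HFD replicate 2 came within that SD of the paper's value, with its sign, under quantile normalization. The paper's z-score of Ccl2 was 1.24 in HFD replicate 1, where the deposited TPM give 0.51, and 4.32e-04 in HFD replicate 2, where they give -0.50, and -0.0298 in HFD+Cana replicate 1, where they give 1.11. Of the alternatives, HFD replicate 1 came within that SD of the paper's value with median-of-ratios scaling and with z-scores of log2(TPM + 1). Tnf had a z-score in the paper of -1.13 in HFD+Cana replicate 1, where the deposited TPM give -0.23, and -0.512 in HFD+Cana replicate 2, where they give -1.24. Of the alternatives, HFD+Cana replicate 2 came within that SD of the paper's value with z-scores of log2(TPM + 1). For Vcam1 the paper's z-score was -0.624 in HFD+Cana replicate 1, where the deposited TPM give 0.18. The paper's z-score of Sele was 0.349 in HFD replicate 1, where the deposited TPM give -0.47, and 1.26 in HFD replicate 2, where they give 0.52, and -0.864 in HFD+Cana replicate 1, where they give 1.10. Of the alternatives, HFD replicate 2 came within that SD of the paper's value with median-of-ratios scaling. Adgre1 had a z-score in the paper of -0.435 in HFD+Cana replicate 1, where the deposited TPM give 0.87. For Csf1r the paper's z-score was 1.38 in HFD replicate 1, where the deposited TPM give 0.48, and 0.0728 in HFD replicate 2, where they give -0.58, and -0.831 in HFD+Cana replicate 1, where they give 1.15. The paper's z-score of Tgfb1 was 0.0357 in HFD replicate 2, where the deposited TPM give -0.59, and -0.919 in HFD+Cana replicate 1, where they give 0.77. Col1a1 had a z-score in the paper of 1.28 in HFD replicate 1, where the deposited TPM give -0.054, and 0.312 in HFD replicate 2, where they give -0.50, and -0.873 in HFD+Cana replicate 1, where they give 1.42. For Col3a1 the paper's z-score was 1.23 in HFD replicate 1, where the deposited TPM give 0.12, and 0.392 in HFD replicate 2, where they give -0.40, and -0.674 in HFD+Cana replicate 1, where they give 1.32. The paper's text gives lower expression of proinflammatory SASP factors in HFD+Cana, some significantly and some as a trend. In the deposited TPM 11 of the 15 genes of the panel, not all of them SASP factors, have a lower mean there. Both HFD+Cana mice are below both HFD mice in 4. Among the 11, Ccl2 hardly differs, with a mean of 25.8 TPM in HFD and 25.7 TPM in HFD+Cana.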

Other observations

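Besides the groups given with the paper's claims, 12 further lists passed limma's camera with the preset correlation and none of them with an estimated one, and no gene of these lists passed an adjusted p of 0.05 over all genes in limma. Genes of cholesterol synthesis fell in HFD+Cana (median -0.40 over 21 genes, 10 lower and 0 higher at an unadjusted p under 0.05, 3 lower and 0 higher adjusted over the list alone, list adjusted p = 5.18e-07, and adjusted p = 0.638 with an estimated correlation). Insig1, which retains the SREBP–SCAP complex in the endoplasmic reticulum, had 173 and 155 TPM in HFD and 83.2 and 66.8 TPM in HFD+Cana and the lanosterol synthase Lss had 15.7 and 16.0 TPM in HFD and 9.88 and 8.67 TPM in HFD+Cana. Fatty acid and triglyceride synthesis fell (median -0.14 over 28 genes, 9 lower and 4 higher at an unadjusted p under 0.05, 6 lower and 0 higher adjusted over the list alone, list adjusted p = 0.00581, and adjusted p = 0.562 with an estimated correlation), with Scd2 at 165 and 155 TPM in HFD and 88.1 and 68.0 TPM in HFD+Cana and Dgat2, which makes triglycerides, at 744 and 903 TPM in HFD and 471 and 402 TPM in HFD+Cana; the median was -0.10 without HFD replicate 2 (call lost, adjusted p = 0.0512), -0.14 without HFD+Cana replicate 1 (call lost, adjusted p = 0.242) and -0.26 without HFD+Cana replicate 2 (adjusted p = 2.64e-04). Lipolysis and fatty acid oxidation fell (median -0.17 over 28 genes, 8 lower and 1 higher at an unadjusted p under 0.05, 1 lower and 0 higher adjusted over the list alone, list adjusted p = 4.08e-05, and adjusted p = 0.562 with an estimated correlation), with the peroxisomal enzyme Ehhadh at 38.1 and 35.6 TPM in HFD and 24.3 and 21.7 TPM in HFD+Cana, while the adrenergic receptor Adrb3 went the other way with 112 and 98.5 TPM in HFD and 224 and 165 TPM in HFD+Cana. Insulin signalling and glucose uptake fell (median -0.19 over 23 genes, 6 lower and 1 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 0.00173, and adjusted p = 0.562 with an estimated correlation), with the glycolytic enzymes Pfkl at 72.8 and 56.3 TPM in HFD and 39.6 and 41.9 TPM in HFD+Cana and Eno1 at 596 and 562 TPM in HFD and 423 and 465 TPM in HFD+Cana, and the median was -0.14 without HFD+Cana replicate 1 (call lost, adjusted p = 0.0647). Genes of thermogenesis fell (median -0.50 over 8 genes, 5 lower and 0 higher at an unadjusted p under 0.05, 2 lower and 0 higher adjusted over the list alone, list adjusted p = 2.00e-04, and adjusted p = 0.562 with an estimated correlation), with the respiratory chain subunit Cox8b, which muscle also expresses, at 82.0 and 64.8 TPM in HFD and 20.9 and 38.5 TPM in HFD+Cana, beside the skeletal muscle median of -1.29 in the same samples, and the thermogenesis median was -0.54 without HFD replicate 2 (call lost, adjusted p = 0.129) and -0.32 without HFD+Cana replicate 2 (adjusted p = 3.18e-04). Adipocyte markers fell by their median (median -0.17 over 21 genes, 6 lower and 2 higher at an unadjusted p under 0.05, 2 lower and 2 higher adjusted over the list alone, list adjusted p = 0.0290, and adjusted p = 0.922 with an estimated correlation) but went both ways, with Acsl1 at 631 and 677 TPM in HFD and 426 and 484 TPM in HFD+Cana and the adipokine Cfd at 1619.9 and 2445 TPM in HFD and 4838 and 7433 TPM in HFD+Cana, and the median was -0.27 without HFD replicate 1 (adjusted p = 0.00136), -0.10 without HFD replicate 2 (call lost, adjusted p = 0.538), -0.044 without HFD+Cana replicate 1 (call lost, adjusted p = 0.75) and -0.31 without HFD+Cana replicate 2 (adjusted p = 2.64e-04); the call was also lost with quantile normalization (adjusted p = 0.172) and median-of-ratios scaling (adjusted p = 0.0565).

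Among immune and stromal groups, antigen presentation fell (median -0.27 over 15 genes, 6 lower and 0 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 7.51e-05, and adjusted p = 0.672 with an estimated correlation), with the class I gene H2-K1 at 1966 and 1616 TPM in HFD and 1267 and 1203 TPM in HFD+Cana and the class II gene H2-Eb1 at 843 and 739 TPM in HFD and 643 and 566 TPM in HFD+Cana, and the median was -0.18 without HFD replicate 1 (adjusted p = 0.00148). Endothelial cells and pericytes fell (median -0.22 over 20 genes, 3 lower and 0 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 7.58e-04, and adjusted p = 0.658 with an estimated correlation), with the receptor Tie1 at 51.4 and 51.8 TPM in HFD and 38.3 and 37.8 TPM in HFD+Cana, and the median was -0.078 without HFD replicate 2 (call lost, adjusted p = 0.149). Genes of NK cells and cytotoxicity fell (median -0.17 over 11 genes, 0 lower and 0 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 0.0499, and adjusted p = 0.658 with an estimated correlation), with the granzyme Gzma at 4.11 and 4.28 TPM in HFD and 3.37 and 2.19 TPM in HFD+Cana. The list passed in 7 of 13 alternatives that kept the preset correlation and could test it, and not with fry or an estimated correlation. Among the 7 are eBayes without trend and its robust option, which do not enter camera and so repeat the main test. Leaving out mice, the median was -0.23 without HFD replicate 1 (call lost), -0.18 without HFD replicate 2 (call lost) and -0.11 without HFD+Cana replicate 2 (call lost). These are RNA levels of whole gWAT from 2 mice per group. By flow cytometry of gWAT cells from more mice, the paper reports that canagliflozin raised the number of NK cells. Adipose progenitors and fibroblasts rose (median 0.39 over 17 genes, 0 lower and 6 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 0.00118, and adjusted p = 0.562 with an estimated correlation), with the receptor Pdgfra at 19.5 and 18.5 TPM in HFD and 26.6 and 28.9 TPM in HFD+Cana and Dpp4 at 10.7 and 9.10 TPM in HFD and 15.0 and 23.3 TPM in HFD+Cana, beside the mesothelial median of 1.85 in the same samples; the progenitor median was 0.21 without HFD+Cana replicate 1 (adjusted p = 0.00847). The circadian clock rose (median 0.23 over 17 genes, 0 lower and 5 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 0.0337, and adjusted p = 0.562 with an estimated correlation), with the clock output gene Dbp at 20.8 and 35.1 TPM in HFD and 65.2 and 48.6 TPM in HFD+Cana and Nr1d1 at 51.5 and 50.0 TPM in HFD and 102 and 63.5 TPM in HFD+Cana, and the median was 0.34 without HFD+Cana replicate 2 (call lost, adjusted p = 0.175); the call was also lost with no filter (adjusted p = 0.0579) and with a mean of at least 5 TPM (adjusted p = 0.194). Ribosomal proteins rose (median 0.074 over 28 genes, 0 lower and 0 higher at an unadjusted p under 0.05, 0 lower and 0 higher adjusted over the list alone, list adjusted p = 0.0499, and adjusted p = 0.922 with an estimated correlation). They passed in 9 of 14 alternatives that kept the preset correlation, and not with fry or an estimated correlation. Among the 9 are again the eBayes settings, which repeat the main test. Leaving out mice, the median was 0.062 without HFD replicate 2 (call lost), -0.016 without HFD+Cana replicate 1 (call lost) and 0.16 without HFD+Cana replicate 2.

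The other lists did not pass with the preset correlation. Immediate early and heat shock genes had a median of 0.11 over 20 genes (adjusted p = 0.0689, and adjusted p = 0.922 with an estimated correlation), and passed as higher without HFD replicate 1 (adjusted p = 5.28e-04) and without HFD+Cana replicate 1 (adjusted p = 0.00237), with a mean of at least 5 TPM (adjusted p = 0.0344) and with quantile normalization (adjusted p = 0.0225). The glucocorticoid and fasting response had a median of -0.12 over 17 genes (adjusted p = 0.102, and adjusted p = 0.922 with an estimated correlation), and passed as lower without HFD replicate 2 (adjusted p = 6.64e-04) and without HFD+Cana replicate 2 (adjusted p = 0.00223). The interferon response had a median of -0.10 over 25 genes (adjusted p = 0.113, and adjusted p = 0.922 with an estimated correlation), and passed as lower without HFD replicate 2 (adjusted p = 0.0260) and without HFD+Cana replicate 1 (adjusted p = 0.0412), while the median was 0.0057 without HFD replicate 1 and 0.046 without HFD+Cana replicate 2. The unfolded protein and amino acid response had a median of -7.2e-04 over 19 genes (adjusted p = 0.334, and adjusted p = 0.922 with an estimated correlation), and passed as lower without HFD replicate 2 (adjusted p = 0.0416). B cells and plasma cells had a median of 0.10 over 8 genes (adjusted p = 0.434, and adjusted p = 0.922 with an estimated correlation), with members that went both ways, the plasma cell gene Jchain at 3.13 and 2.08 TPM in HFD and 12.5 and 8.88 TPM in HFD+Cana and Ighm at 712 and 646 TPM in HFD and 463 and 354 TPM in HFD+Cana, and passed as higher without HFD+Cana replicate 2 (adjusted p = 0.0213). Monocytes, dendritic cells and neutrophils had a median of -0.11 over 18 genes (adjusted p = 0.848, and adjusted p = 0.965 with an estimated correlation), with camera's direction higher; the mast cell protease Cma1 had 6.33 and 7.27 TPM in HFD and 15.0 and 12.1 TPM in HFD+Cana and the neutrophil gene S100a8 had 117 and 53.7 TPM in HFD and 13.7 and 22.5 TPM in HFD+Cana. T cells had a median of 0.038 over 13 genes (adjusted p = 0.726, and adjusted p = 0.922 with an estimated correlation), with Cd2 at 6.48 and 6.36 TPM in HFD and 10.5 and 10.1 TPM in HFD+Cana, and the median was -0.10 without HFD+Cana replicate 1. In flow cytometry of gWAT cells from more mice, the paper reports more CD8+ T cells after canagliflozin. Immune checkpoints had a median of -0.036 over 15 genes (adjusted p = 0.848, and adjusted p = 0.965 with an estimated correlation), with a mean of 0.027. AMPK and AICAR metabolism had a median of 0.069 over 20 genes (adjusted p = 0.838, and adjusted p = 0.965 with an estimated correlation). Oxidative stress genes had a median of -0.029 over 23 genes (adjusted p = 0.637, and adjusted p = 0.922 with an estimated correlation), with a mean of 0.0079 and with Gpx3 at 309 and 394 TPM in HFD and 669 and 622 TPM in HFD+Cana and Sod2 at 93.7 and 78.4 TPM in HFD and 60.1 and 56.4 TPM in HFD+Cana. Oxidative phosphorylation had a median of 0.02 over 35 genes (adjusted p = 0.848, and adjusted p = 0.965 with an estimated correlation), with camera's direction lower. The mitochondrial genome had a median of 0.12 over 13 genes (adjusted p = 0.477, and adjusted p = 0.965 with an estimated correlation), and passed as higher without HFD replicate 2 (adjusted p = 0.00636). Proliferation had a median of 0.054 over 26 genes (adjusted p = 0.883, and adjusted p = 0.977 with an estimated correlation). Without HFD+Cana replicate 1 it passed as lower with a median of -0.57 (adjusted p = 9.65e-06), and without HFD+Cana replicate 2 as higher with a median of 0.69 (adjusted p = 1.33e-06). Epididymis and sex genes had too few measured members for the test, with 1 and 4, and the Y-linked gene Ddx3y had 45.0 and 46.9 TPM in HFD and 44.9 and 45.7 TPM in HFD+Cana.

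Some genes or their proteins are measured or named by the paper in other experiments. There PD-L1 and the markers of immune cells were measured as protein by flow cytometry. AMPK and p53 were measured by western blot, and Icam1 RNA in the aorta. The values here are RNA of whole gWAT and are not the same measure. Of these genes, Cd274, which encodes PD-L1, had 7.50 and 8.36 TPM in HFD and 6.80 and 7.36 TPM in HFD+Cana (log2 fold change -0.14, standard error 0.12, adjusted p = 0.692 from limma). Prkaa1, the catalytic α1 subunit of AMPK, had 17.9 and 19.1 TPM in HFD and 22.1 and 22.3 TPM in HFD+Cana (adjusted p = 0.441 from limma). Cdkn2d had 15.9 and 16.0 TPM in HFD and 20.2 and 17.5 TPM in HFD+Cana and Icam1 had 17.5 and 20.0 TPM in HFD and 24.2 and 20.7 TPM in HFD+Cana (adjusted p = 0.517 and 0.537 from limma). Trp53 had 32.7 and 29.5 TPM in HFD and 33.5 and 25.1 TPM in HFD+Cana, Itgam had 36.5 and 26.3 TPM in HFD and 53.6 and 29.3 TPM in HFD+Cana, Cd3e had 1.74 and 1.88 TPM in HFD and 1.44 and 1.81 TPM in HFD+Cana, Klrb1c had 1.71 and 1.21 TPM in HFD and 1.53 and 1.14 TPM in HFD+Cana and the reference gene Rplp0 had 928 and 845 TPM in HFD and 899 and 794 TPM in HFD+Cana. Pdcd1, Cd69, Cd8a and Slc5a2, which encodes SGLT2, were below the filter on low values, with Slc5a2 at 0.0192 and 0.0132 TPM in HFD and 0 and 0.0291 TPM in HFD+Cana. No gene passed as lower in limma, where 751 were lower at an unadjusted p under 0.05; those of smallest p with separated groups included 1700047G03Rik, Gm12671, Hfe, Oxtr, Lpgat1, Trp53inp2, Chil3, Cachd1 and Hr. Of these the iron regulator Hfe had 221 and 208 TPM in HFD and 119 and 120.3 TPM in HFD+Cana (adjusted p = 0.119), the oxytocin receptor Oxtr had 37.4 and 46.9 TPM in HFD and 15.2 and 16.0 TPM in HFD+Cana (adjusted p = 0.119) and the macrophage lectin Chil3 had 8.72 and 8.63 TPM in HFD and 3.72 and 3.37 TPM in HFD+Cana (adjusted p = 0.143). The next higher genes, which did not pass, were Mup10, Hamp, Apoa2 and Cxadr, with Cxadr at 1.17 and 0.875 TPM in HFD and 7.97 and 7.95 TPM in HFD+Cana (adjusted p = 0.0603). Groups did not overlap in 3354 genes that were higher and 2729 that were lower, 44.1% of the genes tested, where chance gives 33.3%. Genes vary together within a mouse, so this share does not show an excess over chance. An exact permutation test of 2 mice against 2 cannot give a two-sided p below 0.333.

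The z-scores of Extended Data Fig. 1i in the paper's source data were set against the deposited TPM by tests chosen after the difference was seen. One scaling factor per sample as the cause is argued against, since with the factors that bring the z-scores closest the largest difference left was 1.52. Columns in another order are argued against too, since in the closest of the 24 orders the largest difference left was 2.29. Another version of the TPM and another library behind a column of either set stay open and were not tested, and no biological explanation was tested.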
